# Stereotyped transcriptomic transformation of somatosensory neurons in response to injury

**DOI:** 10.7554/eLife.49679

**Published:** 2019-10-08

**Authors:** Minh Q Nguyen, Claire E Le Pichon, Nicholas Ryba

**Keywords:** transcriptomic analysis, spared nerve injury, somatosensation, trigeminal neurons, transcriptomic plasticity, peripheral injury, Mouse

## Abstract

In mice, spared nerve injury replicates symptoms of human neuropathic pain and induces upregulation of many genes in somatosensory neurons. Here we used single cell transcriptomics to probe the effects of partial infraorbital transection of the trigeminal nerve at the cellular level. Uninjured neurons were unaffected by transection of major nerve branches, segregating into many different classes. In marked contrast, axotomy rapidly transformed damaged neurons into just two new and closely-related classes where almost all original identity was lost. Remarkably, sensory neurons also adopted this transcriptomic state following various minor peripheral injuries. By genetically marking injured neurons, we showed that the injury-induced transformation was reversible, with damaged cells slowly reacquiring normal gene expression profiles. Thus, our data expose transcriptomic plasticity, previously thought of as a driver of chronic pain, as a programed response to many types of injury and a potential mechanism for regulating sensation during wound healing.

## Introduction

The somatosensory system is responsible for providing vertebrates with important information about thermal, chemical and mechanical cues by eliciting a very wide range of distinct sensations that allow animals to respond appropriately (Abraira and Ginty, 2013; Basbaum et al., 2009; Le Pichon and Chesler, 2014). For example, noxious stimuli activate nociceptors triggering spatially localized pain that serves to inform both immediate responses and future avoidance of risky behavior (Basbaum et al., 2009; Julius, 2013). However, maladaptive transformation of somatosensation can lead to chronic pain. For example, in human subjects, various types of nerve damage result in neuropathic pain, which rather than providing essential information about the external environment greatly impacts quality of life (Basbaum et al., 2009; Colloca et al., 2017; Costigan et al., 2009). This type of pain is often modeled in animals by spared nerve injury (SNI) where major branches of a peripheral nerve are crushed or cut (Cobos et al., 2018; Costigan et al., 2009; Guan et al., 2016). Many studies have demonstrated that such lesion of the sciatic nerve and partial infraorbital trigeminal nerve transection (IOT) result in the development of mechanical allodynia (where gentle touch elicits pain behavior) and cold sensitivity (Basbaum et al., 2009; Choi et al., 2016; Cobos et al., 2018; Guan et al., 2016; Hardt et al., 2019; Ito et al., 2013; Xu et al., 2008). Just as in human neuropathic pain symptoms typically develop slowly, over a period of days, and then persist long-term.

One well-characterized effect of SNI is the upregulation of genes in response to injury (Cobos et al., 2018; Guan et al., 2016; Shin et al., 2019; Wlaschin et al., 2018). These genes encode neuropeptides such as galanin (*Gal*), neuropeptide Y (*Npy*) and neurotensin (*Nts*), transcription control factors including activating transcription factor 3 (*Atf3*), SRY-Box11 (*Sox11)* and cytokines like colony stimulating factor 1 (*Csf1*) that are all expressed in injured neurons. It is generally thought that these transcriptional changes are important for triggering neuropathic pain with recent work showing that upstream inhibition of this gene expression program attenuated pain (Wlaschin et al., 2018). More specifically, upregulation of *Csf1* expression after nerve injury has been genetically linked to development of chronic pain (Guan et al., 2016). However, the significance for most of the SNI induced gene expression changes remains to be determined.

Somatosensory neurons are diverse with wide-ranging conduction velocities, cell soma diameters, expression profiles of receptors, ion-channels and neuropeptides; they have select peripheral and central targets and also exhibit varied functional response profiles (Julius, 2013; Le Pichon and Chesler, 2014; Nguyen et al., 2017; Zimmerman et al., 2014). Does the identity of a damaged neuron affect its transcriptional response to SNI? And are uninjured neurons affected at a transcriptional level? We reasoned that answering these questions would help address the etiology of neuropathic pain and used single nucleus (sn)-based RNA sequencing (Lacar et al., 2016) to examine the transcriptomic response to IOT at the level of the individual neurons. Our results revealed a dramatic change of gene expression in damaged neurons that transformed diverse classes of trigeminal neurons into a uniform and distinct injury-related state. Quite unexpectedly, we discovered that various types of minor peripheral injury induce very similar transcriptomic changes to IOT. Unlike SNI, injuries of this type do not trigger chronic pain. Thus, although some of the genes that are over-expressed following nerve damage may trigger neuropathic pain in extreme cases (Guan et al., 2016; Wlaschin et al., 2018), the physiological role for this transcriptional transformation of damaged neurons appears to be much more general and provides a mechanism for controlling somatosensory and painful input from sites of injury.

## Results and discussion

### sn-RNA sequencing provides an unbiased classification of trigeminal neurons

Single cell sequencing of neurons from the dorsal root and trigeminal ganglia has identified about a dozen cell-types and great similarity between the ganglia (Chiu et al., 2014; Gatto et al., 2019; Li et al., 2016; Nguyen et al., 2017; Usoskin et al., 2015). However, large diameter neurons expressing genes such as the mechanosensory channel *Piezo2*, neurofilament heavy polypeptide (*Nefh*), and protein S100β (*S100b*) were poorly represented in Dropseq sequencing of trigeminal neurons (Nguyen et al., 2017) probably because of selective loss of larger neurons during the dissociation and capture of single cells. 

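The trigeminal ganglion nuclei behind the control data were enriched with an anti-NeuN antibody and microbeads, so that neurons such as Trpm8, Mrgprd and S100b cells could be counted without dissociating the tissue. Ganglia kept in RNAlater were frozen and Dounce-homogenized. A 10x library (version 2 chemistry) pools 10 mice, and a Drop-seq set pools 16 mice over 4 libraries that share 1 count table with no label tying a nucleus to a library. The authors mapped reads to mm10 with introns counted, filtered nuclei on genes detected and mitochondrial share, removed non-neuronal clusters and deposited UMI counts per gene and nucleus. Those counts hold 4368 nuclei with a median of 3214.5 UMIs and 1774 genes for 10x, and 3178 nuclei with medians of 1755.5 UMIs and 1167 genes for Drop-seq. For the values here, all 40359 nuclei of the control and injury libraries were clustered together, with 647 genes left out of the clustering: those the paper's text names, the leading genes of its supplementary tables and cell type markers. Of 25 clusters, 17 could be named from the markers left out, and 1 of them holds the injured nuclei. Each injury condition is 1 library of pooled mice and the control libraries differ in platform or carry no label, so no condition has replicates that could be tested, and the 95% intervals on shares and counts cover counting error only.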

We reasoned that transcriptomic analysis of nuclei (Lacar et al., 2016), which does not require cell purification (Figure 1a), might provide a less biased description of the neural complement of the trigeminal ganglion and used a targeted nuclear sequencing approach (Figure 1a) to selectively analyze sn-transcriptomes from more than 7500 neurons (Figure 1b). Major divisions between trigeminal neural-types that had been characterized by single cell sequencing (Nguyen et al., 2017) were segregated in the sn-analysis as distinct clusters expressing diagnostic markers (Figure 1c). 

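Cold-sensing, itch and nociceptor markers each stood out in 1 class of control nuclei. The cold-activated channel Trpm8 (chromosome 1 from 88277661 to 88389293 in mm10) was in 95.6% of C1/2 nuclei and 3.26% of the rest (median depths 2920 and 3253 UMIs), 101-fold higher per UMI. In the itch class C11, the interleukin 31 receptor subunit Il31ra (chromosome 13 from 112519898 to 112594360) was 325-fold higher, in 91.9% against 1.35% of nuclei (medians 2762.5 and 3225), and the peptides Nppb and Sst were 229-fold and 224-fold higher. The itch receptor Mrgpra3 was 386-fold higher in C12, the non-peptidergic nociceptor receptor Mrgprd 72.2-fold higher in C13, and the kainate receptor subunit Grik1 23.4-fold higher in C13. C3 nuclei carried the adhesion gene Cdh9 (42.2-fold) and Fam19a4 (22.8-fold), and C5 nuclei Cadps2 (21.8-fold), which acts in vesicle release. Peptidergic C7-10 nuclei carried Adcyap1 (19.1-fold), Tac1 (15.2-fold) and the heat-activated channel Trpv1 (14.2-fold). Markers of the large classes overlapped more: the C4 values were 5.77-fold for Ntng1 and 0.752-fold for Piezo2, and the C6 value for Nefh was 0.959-fold. These genes were withheld from clustering but were used to name the classes, so the folds describe how sharply they segregate within 1 library of 10 mice. In the Drop-seq table the Trpm8 fold was 72.3.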

Data from the nuclei much more closely matched the neural composition of the trigeminal ganglion (Nguyen et al., 2017) and were dominated by *S100b*-expressing large diameter neurons that now could be divided into several new sub-classes (Figure 1c). 

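S100b, which encodes a calcium-binding protein of large neurons, was in 64.2% of large diameter nuclei and 29.0% of small diameter nuclei in the 10x control library (median depths 3523.5 and 2890 UMIs, 37.1% and 12.2% after thinning to 1143 UMIs). As CPM, which scale counts by all UMIs of the class, this is 609.7 against 124.2. In Drop-seq the thinned shares were 64.7% and 13.2%. The neurofilament gene Nefh was also higher in large nuclei (940.1 against 257 CPM), while the nociceptor sodium channel Scn10a was lower (369.7 against 864.9). S100b and Nefh were among the markers that named large classes, and unnamed clusters were sized by large and small neuron genes. These contrasts thus describe the grouping and do not test it. Large diameter classes made up 60.4% of 10x nuclei (59.0 to 61.9%) and 63.5% of Drop-seq nuclei (61.8 to 65.2%). The 10x figure adds C4 (15.2%), C5 (5.17%), C6 (16.1%) and the unnamed clusters that scored higher for large than small neuron genes (23.9% in all). The parts in Drop-seq were 22.9%, 4.50%, 20.7% and 15.4%. Among these unnamed clusters, 1 with 721 nuclei over all libraries scored highest for satellite glia markers (mean z 2.52) and 1 with 543 nuclei for Schwann cell markers (1.04). With genes scaled over all nuclei instead of within each library, the Drop-seq share was 37.9%, which ends the majority.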

For simplicity, we have designated these new sub-classes of large diameter neurons by their relationship to the classes identified in the earlier analysis.

**Figure 1.**
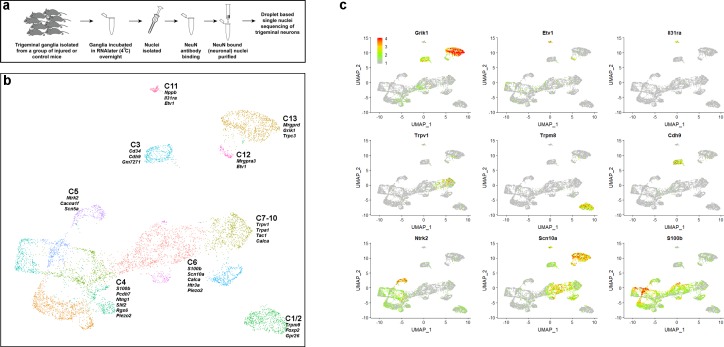
sn-RNA sequence analysis of trigeminal neurons from uninjured control mice. (**a**) Schematic representation of strategy used for selective sn-sequencing of trigeminal neurons. (**b**) UMap representation of cluster analysis for sn-data from 7546 trigeminal neurons; each cluster is assigned a distinct color. The designations (C1–C13) are based on earlier single cell data (Nguyen et al., 2017) and do not distinguish between the new classes of cells identified here (see Supplementary file 4 for detailed description of trigeminal neural classes). Several prominent genes that help distinguish the classes are listed. (**c**) Expression profiles of select genes in the UMap representation with relative cellular expression colored as indicated by the scale-bar. The expression profiles highlight the segregation of gene expression between clusters.

**Figure 1—figure supplement 1.**
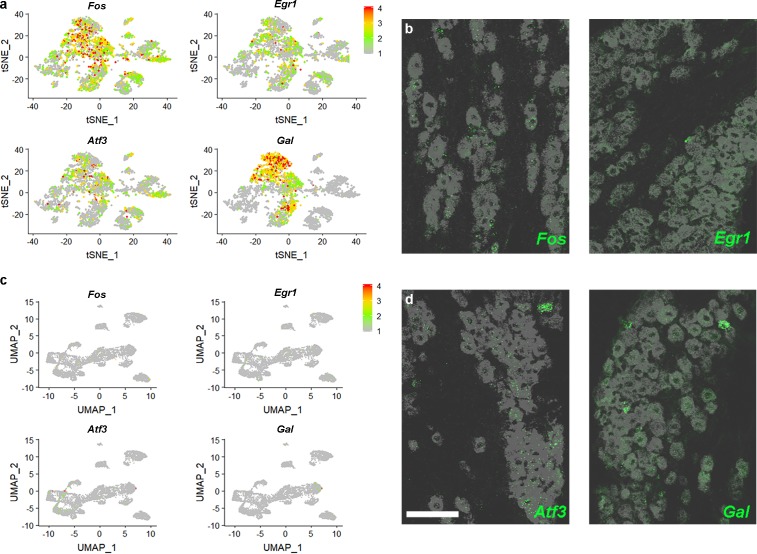
Isolation of trigeminal neurons modifies cellular expression of genes. (**a**) Relative expression (see scale-bar) of immediate early genes *Fos* and *Egr1* as well as injury response genes *Atf3* and *Gal* in a tSNE representation of single cell sequencing data (Nguyen et al., 2017) shows that these transcripts were present in many cells. (**b**) Representative images of ISH for *Fos* and *Egr1* (green) in the trigeminal ganglion demonstrate little or no expression in vivo; gray image: expression of the pan-neuronal probe *Tubb3*, detected by double labeling; scale-bar = 100 μm. (**c**) Expression of the four genes in the sn-data is almost undetectable. (**d**) Double label ISH showing that expression of *Atf3* and *Gal* (green) versus *Tubb3* (gray) match predictions from sn-data rather than the earlier single cell analysis (Nguyen et al., 2017).

Since cells do not need to be dissociated and isolated for sn-transcriptome analysis there is little processing time during which gene-expression can change because of neuronal damage or stress. The benefit of using nuclear rather than cellular RNA sequencing and reduced handling was demonstrated by the accurate representation of immediate early genes like the proto-oncogene c-Fos (*Fos*) and early growth response protein 1 (*Egr1*) in the sn-data. Both genes were prominent in the earlier single cell analysis (Figure 1—figure supplement 1a; Nguyen et al., 2017). By contrast, in situ hybridization (ISH) did not detect at high level or a significant number of cells expressing these genes (Figure 1—figure supplement 1b), which instead matched data from sn-sequencing. 

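Fos and Egr1, transcription factors that neurons switch on within minutes of stimulation, were rare in control nuclei. Fos was in 0.87% of 10x nuclei (0.616 to 1.19%, 38 UMIs) and 1.13% of Drop-seq nuclei (0.795 to 1.57%, 40 UMIs). Egr1 was in 1.26% (0.95 to 1.64%, 56 UMIs) and 1.07% (39 UMIs). Neither gene favored a size class in the 10x library, where median depths were 3523.5 UMIs in large and 2890 in small nuclei: Fos was in 0.871% and 0.872%, Egr1 in 1.17% and 1.40%. Thinned to the same depth, Fos was in 0.229% of 10x and 0.606% of Drop-seq nuclei and Egr1 in 0.321% and 0.463%. The deposited tables hold no dissociated cells, so the comparison with cellular RNA cannot be made from these counts. The paper concludes from in situ hybridization that these low values are accurate.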

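In control nuclei the stress-induced transcription factor Atf3 (chromosome 1 from 191170296 to 191218039 in mm10) had 46 UMIs in the 10x library, in 0.893% of nuclei (0.636 to 1.22%), and 56 UMIs in Drop-seq, in 1.45%. The neuropeptide gene Gal (chromosome 19 from 3409915 to 3414544) was in 4.63% of 10x nuclei (4.02 to 5.29%, 322 UMIs) and 2.45% of Drop-seq nuclei. Gal was mostly in small diameter nuclei, 8.61% against 1.97% of large ones in 10x, while Atf3 was in 0.465% of small and 1.14% of large nuclei (median depths 2890 and 3523.5 UMIs). At 1143 UMIs per nucleus, Atf3 shares were 0.252% and 0.713% and Gal shares 1.97% and 1.46% for 10x and Drop-seq. The cell data compared in the paper are not part of this deposit.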

Importantly, genes that are thought to be markers of neural damage such as *Atf3* and *Gal* also corresponded to in situ hybridization results in the nuclei-based dataset but were much more frequently detected in sequencing of isolated cells (Figure 1—figure supplement 1). Thus sn-sequencing provides a valuable platform for studying changes in gene expression induced in response to cellular stress and damage as, for example, following SNI.

### Rapid induction of a shared injured-neuron transcriptional state after peripheral axotomy

SNI causes changes in gene expression that are thought to play an important role in injury-related tactile allodynia and neuropathic pain (Basbaum et al., 2009; Costigan et al., 2009; Guan et al., 2016; Wlaschin et al., 2018). To study these changes at the level of individual neurons after nerve damage, mice were subjected to IOT and the ipsilateral trigeminal ganglion was isolated for sn-transcriptomics (Lacar et al., 2016). We began by examining transcriptional changes two days after nerve transection (Figure 2). 

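The day 2 library comes from 10 mice with unilateral infraorbital nerve transection (IOT), prepared as nuclei like the control and sequenced with 10x version 2 chemistry. It holds 4611 nuclei with medians of 3323 UMIs and 1799 genes. The authors aligned to mm10 with introns counted and deposited UMI counts after their own filters. Injured nuclei were taken from 1 cluster of the joint clustering, in which Atf3, Sox11, Sema6a, the other genes named in the paper's text and the leading genes of its supplementary tables had no part, and were then compared with the uninjured nuclei of the same library. The injured cluster was named by Atf3, Sox11, Sema6a, Itgb6, Itga7, Flrt3, Gadd45a, Sprr1a, Gm29266 and Mmp16. Rises of these 10 genes, alone or within gene lists, are therefore not independent of the naming in any injury library. Counts were summed over injured and over uninjured nuclei of each library. With library as a block, edgeR tested the effect over the 4 IOT libraries in a fit that also held the libraries of 2 milder injuries. Genes used for clustering were left out of these tests. No test was made within the day 2 library, so its own values are ratios.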

In most SNI models, this time-point precedes maximal injury-related changes in mechanical allodynia (Cobos et al., 2018; Hardt et al., 2019; Wlaschin et al., 2018) but already induces expression of injury-related markers. Since IOT cuts just a subset of trigeminal fibers we expected that only a fraction of sn-transcriptomes would express injury induced genes. Indeed, most trigeminal neurons displayed a normal array of diverse gene expression profiles, clustering into classes (Figure 2a) corresponding to those seen in the uninjured control (Figure 1). By contrast, very few damaged neurons expressing *Atf3* were associated with these standard trigeminal neural classes and, instead, clustered together in two new related groups, I1 and I2 that were well separated from uninjured neurons in the UMap projection (Figure 2a,b). 

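Low-threshold mechanoreceptor, cold and nociceptor classes were present among the uninjured nuclei of both day 2 and control. C4 held 17.9% at day 2 and 15.3% in control, C6 17.5% and 16.2%, C13 8.85% and 10.4%, C7-10 9.94% and 9.98%, and the Trpm8 class C1/2 8.29% and 9.38%. The largest relative difference was C3, marked by Cdh9, at 4.39% against 6.26%. The unnamed clusters held 24.9% and 23.9%. Each share comes from 1 library, so the differences cannot be set against the variation between animals.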

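Atf3 at day 2 was at 312 CPM in injured nuclei and 16.3 in uninjured ones. It had a UMI in 63.1% of the former and 5.65% of the latter (median depths 3816 and 3236 UMIs), or 30.8% and 1.58% after thinning to 1143 UMIs. Of the 580 nuclei with an Atf3 UMI, 351 (60.5%, 56.4 to 64.5%) lay in the injured cluster. Among nuclei with 2 or more Atf3 UMIs the share was 87.3% (82.3 to 91.4%). A finer clustering split the injured nuclei of day 2 into 449 I1 and 106 I2 nuclei.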

In combination, I1 and I2 accounted for 635 of 4611 sequenced neurons (approx. 13.8%). 

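The cluster marked by Atf3, Sox11 and Sema6a held 556 of 4611 day 2 nuclei (12.1%, 11.1 to 13.0%) when none of these genes shaped the clustering. Counting instead every nucleus with at least 3 of 10 injury markers, among them Atf3, Sprr1a and Gadd45a, gave 32.6%. The same rule marked 8.07% of nuclei in the control libraries. Of its markers, Mmp16 was in 46.4% and Sox11 in 19.1% of uninjured nuclei of the 10x control.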

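After IOT, injured trigeminal nuclei switched on transcription factors and growth genes known from damaged peripheral nerve. The transcription factor Atf3 rose strongly (log2 fold change 4.83, standard error 0.13, adjusted p = 7.09e-32), and Sox11, which drives axon growth (chromosome 12 from 27334264 to 27342574 in mm10), rose by 3.10, standard error 0.11. The guidance receptor Sema6a (chromosome 18 from 47235598 to 47368870) rose by 4.05, standard error 0.11, the macrophage growth factor Csf1 by 3.44, standard error 0.17, and the matrix protease Mmp16 by 3.00, standard error 0.11. Outside the paper's list, rises were also called for the long noncoding RNA Anxa11os (6.22 (standard error 0.33)), the peptide transporter Slc15a3 (5.90 (standard error 0.42)) and the endopeptidase Ecel1 (4.76 (standard error 0.31)). Each of these was higher in 4 of 4 IOT libraries by the edgeR fit of sums. Atf3, Sox11, Sema6a and Mmp16 are among the markers that named the injured cluster, so their rise is not independent of the naming. Of 26 regeneration-associated genes tested, 22 rose and none fell (23 adjusted over the list alone; limma's camera, adjusted p = 1.72e-28, and 0.0674 as an adjusted p with an estimated correlation). In the day 2 library alone, where no test was possible, the log2 ratios were 4.28 for Atf3, 3.88 for Sema6a and 4.26 for Frem3, a basement membrane gene.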

Transcriptome analysis revealed that the injured neurons over-expressed a series of genes (Figure 2b and Figure 2—figure supplement 1a) including many that have been previously linked to nerve damage (Table 1a). We also confirmed this at a cellular level using ISH to co-localize several different injury-related markers (Figure 2—figure supplement 1b). However, since injury-related changes reflect the upregulation of a common transcriptional program (Wlaschin et al., 2018), it is possible that expression of this shared set of genes masks underlying differences between the injured neurons and hides residual similarity to their original identities. To investigate if this was the case, we re-clustered the sn-data excluding genes that were identified as up- or down-regulated in the *Atf3*-positive neural class from the clustering (see Materials and methods for detail). 

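Injured nuclei stayed together with Atf3, Sox11, Sema6a, Gal, Npy and the leading genes of the paper's supplementary tables taken out of the clustering. Genes further down those tables could still shape it: 149 of the 484 listed as higher at day 2 and 154 of the 501 listed as lower were among the clustering genes. Of the 556 injured nuclei that this gave at day 2, 549 (98.7%) were also in the injured cluster of a second clustering with no genes withheld, which had 594. The withheld gene Sox11 was at 624 CPM in the injured cluster and 102 elsewhere, and had a UMI in 48.2% against 10.4% of nuclei after thinning to 1143 UMIs (median depths before thinning 3816 and 3236). Log2 ratios of injured to uninjured nuclei at day 2 were 2.44 for the laminin receptor subunit Itga7, 3.05 for Csf1 and 2.86 for the adhesion gene Flrt3. Sox11, Itga7 and Flrt3 had no part in forming the injured cluster but were among the markers that named it.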

Remarkably, even without these injury-related transcripts playing a role, *Atf3*-expressing neurons still grouped together as two related classes and remained segregated from the uninjured trigeminal neural classes (Figure 2c, Figure 2—figure supplement 1c).

**Figure 2.**
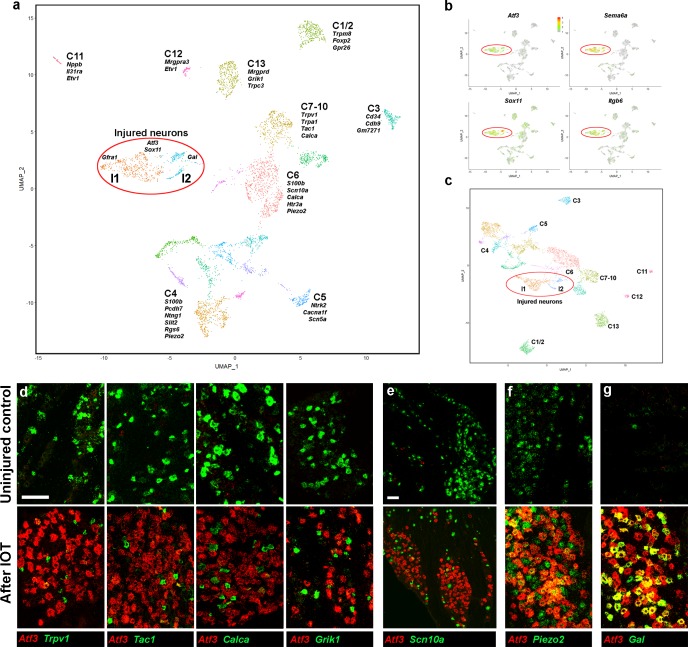
Analysis of trigeminal neurons two days after IOT. (**a**) UMap representation of sn-cluster analysis from 4611 trigeminal neurons isolated 2 days after IOT. Each cluster is assigned a distinct color and new injury-related clusters I1 and I2 are circled. The designations of uninjured neurons (C1–C13) are based on earlier single cell data (Nguyen et al., 2017) and do not distinguish between the new classes of cells identified here (see Supplementary file 4 for detailed description of trigeminal neural classes). (**b**) Expression profiles of select injury-related genes (relative cellular expression colored as indicated by the scale-bar) highlight strong upregulation of these genes in the I1 and I2 clusters (circled). (**c**) Re-clustered data: excluding genes that were prominently up- or down-regulated in injured neurons from analysis. I1 and I2 class cells (circled) still segregate from uninjured cell classes. (**d–g**) Representative images of double label ISH for *Atf3* (red) and select genes (green) in trigeminal ganglia from control mice (upper panels) and animals 2 days after IOT (lower panels), illustrate (**d, e**) down-regulation of expression of several key genes (green) in injured neurons labeled by *Atf3* (red). (**f**) There was less effect on expression of *Piezo2* (green) in *Atf3*-positive cells (red); (**g**) *Gal* (green) was detected in a subset of injured neurons expressing *Atf3* (red). (**e**) Lower magnification image showing that *Scn10a* (green) is almost totally excluded from regions of the ganglion where many neurons express *Atf3* (red); scale bars = 100 μm for both magnifications; see Supplementary file 1 for quantitation and statistical analysis of ISH data.

**Figure 2—figure supplement 1.**
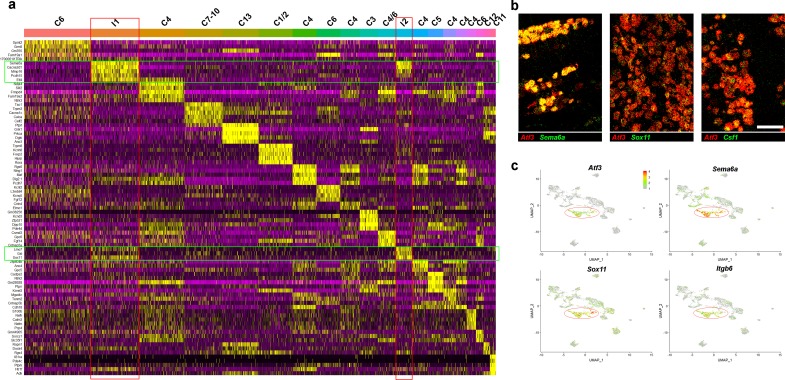
Characterization of trigeminal neurons two days after spared nerve injury. (**a**) Heatmap showing expression of marker genes in classes of trigeminal neuron identified 2 days after injury. The five markers best identifying each class were determined from the sn-data; any marker is only plotted once; each column represents one cell. Increasing relative expression level is indicated: purple (low) to black (average) to yellow (high). Bars above the heatmap are colored and named to match Figure 2a. The injury-related classes I1 and I2 are highlighted by red boxes, and injury markers are indicated by green boxes. Note the low expression of most trigeminal neuron markers in I1 and I2. (**b**) Representative images of double label ISH demonstrating extensive co-expression of *Atf3* (red) and other injury-related transcripts (green); scale-bar = 100 μm. (**c**) Expression of injury-related transcripts in the clustering of sn-data shown in Figure 1c. Note that injured cells and injury-related transcripts still segregate from other trigeminal neural classes in injured cells (circled).

**Figure 2—figure supplement 2.**
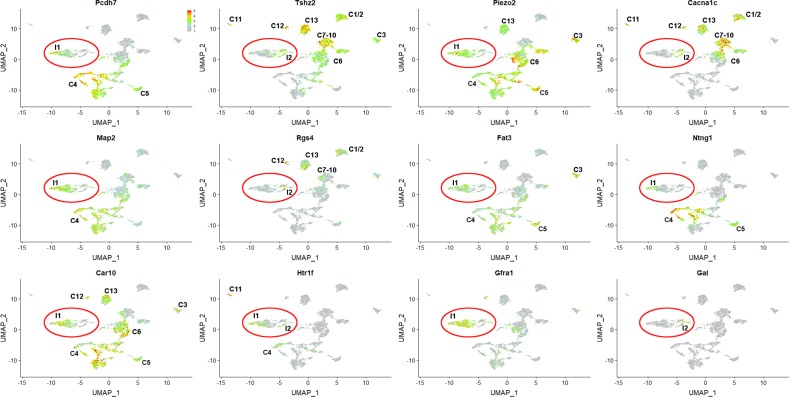
Differences between I1 and I2 classes of injured neurons and relationship to uninjured neurons Gene expression in the sn-analysis shown in Figure 2 (relative expression indicated by scale-bar). Selected genes highlight expression differences between the two injured neurons classes I1 and I2 (labeled and circled in red). Most of these genes are also expressed in uninjured neurons; in each case classes expressing higher levels of the transcript are also identified (see Figure 1 for details). Genes selectively detected in I1 generally are expressed in large diameter neurons (classes C4-C6) whereas genes that mark I2 are mainly detected in other classes. This suggests that traces of original neural class are preserved in the injured neurons, with I1 derived from large diameter neurons and I2 from smaller cells. Note that *Ntng1*, which marks a subset of C4 and C5 neurons only labels a subset of the I1 cluster further supporting these conclusions. Also shown are *Gfra1* and *Gal* expression: these genes are selectively upregulated in I1 and I2 cells (respectively). See Supplementary file 2 for additional details of gene expression differences between the I1 and I2 classes.

**Figure 2—figure supplement 3.**
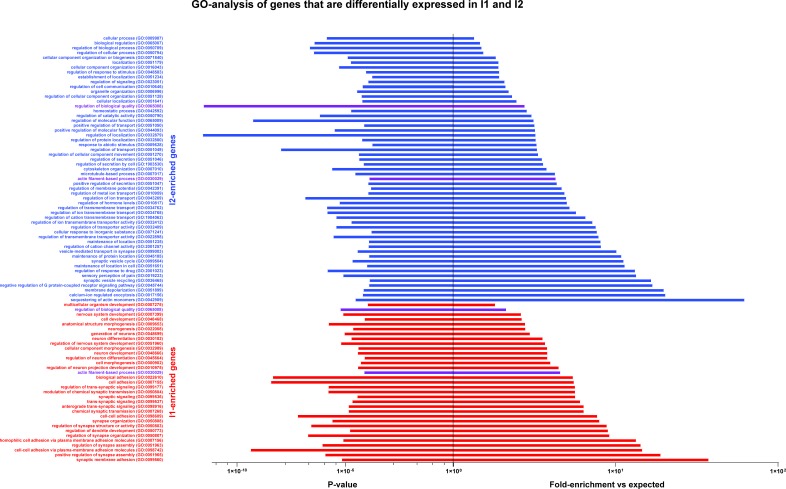
GO-analysis of genes that are differentially expressed in I1 and I2. GO-analysis was carried out for genes that were identified as upregulated in one injured class relative to the other; all significantly enriched terms are shown. Both sets of genes identified several GO-terms that were significantly over-represented by I1 (red), I2 (blue) or both sets of markers (purple). Note that the term sensory perception of pain (GO:0019233) is over-represented by I2-enriched genes in keeping with predictions from sn-analysis that it is likely to be composed of injured small diameter neurons.

**Table 1.** Genes up- and down-regulated in injured trigeminal neurons. Genes that are affected by IOT were identified by comparing expression in the two injured neuron classes relative to other classes. (a) Selected up-regulated genes, their proposed functional role and previous assignment as injury-related transcripts (Cobos et al., 2018; Guan et al., 2016; Shin et al., 2019; Wlaschin et al., 2018) and/or as genes involved in neural regeneration (Mahar and Cavalli, 2018). (b) Selected down-regulated genes, their functional classification and previous assignment as injury-related transcripts (Shin et al., 2019). See Supplementary file 2; Supplementary file 3; Supplementary file 4 for more information about genes expression changes in injured neurons including magnitude of changes and probability that expression is altered and Figure 2—figure supplement 3 for GO-analysis.

Table 1a		
Gene	Reported functional roles	Reported previously^1, 2^
*Atf3*	Transcriptional regulation: (up and downregulation) ATF/CREB family of transcription factors	a, b, c, D
*Sema6a*	Semaphorin: receptor for Plxna2 role in cell-cell signaling and appropriate neural projection	a, b, c
*Sox11*	Transcription factor: regulates survival and axonal growth in embryonic sensory neurons	a, b, D
*Gal*	Neuropeptide: modulation and inhibition of action potentials	a, b, c
*Npy*	Neuropeptide: neuropeptide with multiple roles including reducing pain perception	a, b, c
*Nts*	Neuropeptide: multiple roles in neurotransmission/modulation	a, b, c
*Mmp16*	Metallopeptidase: extracellular matrix degradation	a, b, c
*Itgb6*	Integrin subunit: cell-cell interactions	
*Itga7*	Integrin subunit: cell-cell interactions	a, c
*Myo10*	Headless myosin: roles in development and cell migration	a, c
*Gfra1*	Receptor for GDNF: promotes neural survival and differentiation of neurons	a
*Lmo7*	Signaling: negative feedback regulator of transforming growth factor	a, b
*Pou2f1*	Transcription factor: prominent in development	a, c

Table 1b		
Gene	Reported functional roles	Reported previously^3^
*Grik1*	Ligand-gated ion channel subunit: kainate receptor type 1	a
*Prkca*	Signal transduction: protein kinase c alpha	
*Trpc3*	Ion channel: Trpc3 linked to mechanosensory transduction	
*Scn10a*	Sodium ion channel subunit: Nav1.8 linked to pain sensation in humans and mice	a
*Scn9a*	Sodium ion channel subunit: Nav1.7 linked to pain sensation in humans and mice	
*Scn1a*	Sodium ion channel subunit: Nav1.1 linked to pain sensation in humans and mice	a
*Calca*	Neuropeptide: CGRP, role in neuroinflammation and pain	
*Tac1*	Neuropeptide: substance P, acts as a neurotransmitter/modulator, role in pain	a
*Kcnb2*	Potassium channel subunit	a
*Cacnb4*	Calcium channel subunit	
*Trpm3*	Ion channel: Trpm3 linked to pain signaling in mice	
*Oprm1*	G protein coupled receptor: mu-opioid receptor	
*Snap25*	Synaptosome associated protein: role in neurotransmitter release	a

^1^Upregulated after SNI (a) Shin et al. (2019), (b) Wlaschin et al. (2018), (c) Cobos et al. (2018). ^2^Role in neural regeneration (D) Mahar and Cavalli (2018).

^3^Downregulated after SNI (a) Shin et al. (2019).

Given that injured neurons segregate from standard trigeminal neural classes even when the most diagnostic markers are ignored, we reasoned that many transcripts that normally define somatosensory neural classes must be dramatically down-regulated in the damaged cells. The expression heatmap of trigeminal markers (Figure 2—figure supplement 1a) confirmed this was generally the case. 

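Genes that tell trigeminal neuron classes apart were lower in injured nuclei across classes. The transcription factors Bcl11b (log2 fold change -2.43, standard error 0.22, adjusted p = 7.05e-13), Etv1 (-2.31, standard error 0.24) and Hoxd1 (-2.29, standard error 0.30), which help set sensory neuron identity, fell in 4 of 4 IOT libraries by edgeR. So did the cold channel Trpm8 (-1.85, standard error 0.18), the nociceptor transcription factor Prdm12 (-1.85, standard error 0.14) and the large neuron gene Rgs6 (-1.81, standard error 0.11), a regulator of G protein signaling. Of 29 identity transcription factors 22 fell and 1 rose (camera, adjusted p = 2.67e-12, and 0.0893 as an adjusted p with an estimated correlation). Among small diameter neuron genes 17 of 20 fell (18 adjusted over the list alone; camera, adjusted p = 8.39e-17, and 0.0674 as an adjusted p with an estimated correlation), and among large diameter neuron genes 15 of 20 fell and 1 rose (camera, adjusted p = 7.32e-10, and 0.0893 as an adjusted p with an estimated correlation). Of 29 sensory transduction genes 20 fell and 1 rose (21 and 2 adjusted over the list alone; camera, adjusted p = 2.56e-08, and 0.0893 as an adjusted p with an estimated correlation). At day 2 alone the log2 ratios were -2.94 for the adhesion gene Cntn5 (85 UMIs in injured nuclei), -2.74 for Etv1 and -2.77 for the itch receptor Mrgpra2b. The 1 injured cluster may hold nuclei of different classes, for which there is no label. A fall there may thus compare a mixture of damaged neurons with a different mixture of uninjured ones.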

We next used ISH to independently examine down-regulation of key genes at a cellular level after nerve injury. The chosen genes, *Trpv1*, protachykinin 1 (*Tac1*), calcitonin gene-related peptide 1 (*Calca*), kainate one receptor (*Grik1*) and *Scn10a* are normally expressed at high levels in significant numbers of trigeminal neurons (Figure 2d,e upper panels). These genes were far less often present in *Atf3*-positive cells (Figure 2d,e, lower panels, see Supplementary file 1 for quantitation and statistical analysis). In addition, the few *Atf3*-positive cells expressing these transcripts typically exhibited reduced signal intensity when compared to the surrounding uninjured neurons (Figure 2d,e). Notably, for *Scn10a*, which is expressed in nearly half of the trigeminal neurons (Figure 1b, Figure 2e), this led to distinctive holes in its expression pattern across the regions of the ganglion where *Atf3*-positive neurons were strongly clustered (Figure 2e). Thus, in combination our data demonstrate that within 2 days of injury there is upregulation of a shared set of injury markers and strong downregulation of many genes that are normally prominent markers of the different trigeminal neural classes.

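Injury genes rose and class markers fell together in the injured nuclei of all 4 IOT libraries. The opioid receptor Oprm1 (log2 fold change -1.93, standard error 0.13, adjusted p = 1.19e-16), the peptide genes Calca (-1.78, standard error 0.14) and Tac1 (-1.51, standard error 0.14) and the nociceptor sodium channel Scn10a (-2.47, standard error 0.16; chromosome 9 from 119608456 to 119719322 in mm10) fell by edgeR. Kcnq5, a potassium channel that damps firing, fell by -2.51, standard error 0.14, while the calcium channel subunit Cacna2d1, the target of gabapentin, rose by 2.94, standard error 0.11. In counts, Scn10a at day 2 was at 92.8 CPM in injured and 418 in uninjured nuclei, and in 10.6% and 29.4% of them after thinning. Of 14371 genes tested, 1930 rose and 1913 fell, with 3240 of these 3843 in the same direction in 4 of 4 libraries. The balance depended on scaling and tool: 1706 rose and 2366 fell without TMM scaling, and 1576 and 1005 with DESeq2. All 13 tested genes of the paper's injury-induced list rose (camera, adjusted p = 6.85e-35, and 0.0383 as an adjusted p with an estimated correlation) and all 13 of its repressed list fell (camera, adjusted p = 6.18e-20, and 0.0674 as an adjusted p with an estimated correlation), but the study chose both lists on these libraries, so they are not independent evidence. Of 35 potassium channels 29 fell and 2 rose (camera, adjusted p = 2.66e-16, and 0.0674 as an adjusted p with an estimated correlation), and of 12 sodium channels 8 fell and 1 rose (10 and 1 adjusted over the list alone; camera, adjusted p = 3.48e-05, and 0.0919 as an adjusted p with an estimated correlation). Without library as a block 970 genes passed.

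**Figure D1:**
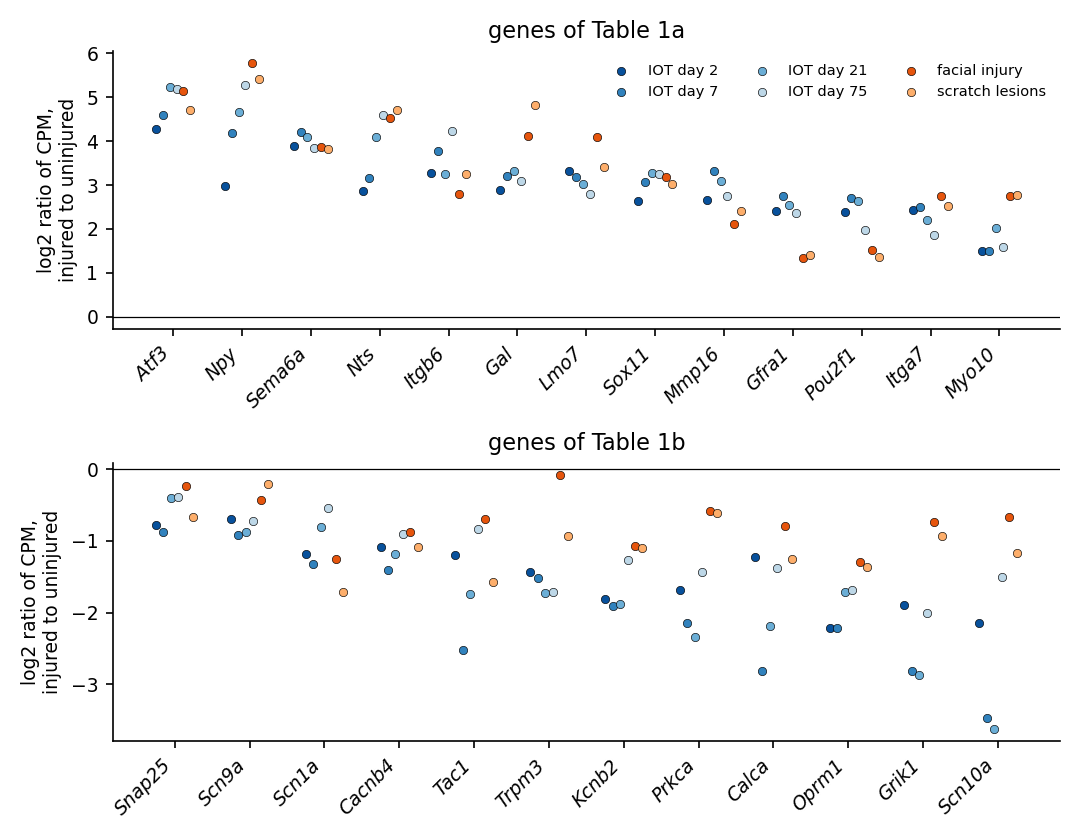
Log2 ratio of CPM in injured nuclei to CPM in uninjured nuclei (vertical axis) for genes of the paper's induced and repressed lists, with 1 point per injury library.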

Somatosensory neurons exhibit a diverse array of functions, conduction velocities, myelination states and central projections (Basbaum et al., 2009; Le Pichon and Chesler, 2014; Zimmerman et al., 2014), therefore the rapid collapse of all transcriptomic classes to a much less complex injured state was by far the most remarkable feature of our data. However, cluster analysis indicated that some differences between injured neurons divided them into two distinct but related classes: I1 and I2 (Figure 2a). 

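Injured nuclei divided into a group high in Pcdh7 and Gfra1 and a group high in Gal and Tshz2. Differences beyond the genes the paper names included the glycosyltransferase Mgat4c (I1 over I2, log2 fold change 3.22, standard error 0.25, adjusted p = 9.3e-25) and the sorting receptor Sorcs3 (3.01, standard error 0.24), higher in I1, and the potassium channels Kcnh8 (-3.37, standard error 0.24) and Kcnc2 (-2.96, standard error 0.21), higher in I2. Each held in 4 of 4 IOT libraries by the edgeR fit of I1 and I2 sums with library as a block. In that fit 523 genes were higher in I1 and 263 in I2 of 7265 tested, and 609 of the 786 pointed the same way in 4 of 4 libraries. The clusters are called I1 and I2 by Gfra1, Pcdh7, Piezo2, Ntng1, Map2 and Fat3 against Gal, Tshz2, Rgs4, Cacna1c, S100a6 and Stmn1, so the direction of those 12 genes is set by the naming. The split came from a finer resolution chosen after seeing the data. Clustering the injured nuclei alone gave the same call for 81.6% of 1681 nuclei and 460 genes. DESeq2 called 275 genes, edgeR without a library block 70, and without scaling by TMM 362 were higher in I1 and 485 in I2.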

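Esrrg, a nuclear receptor of large proprioceptive and touch neurons, was higher in I1 (log2 fold change 2.18, standard error 0.29, adjusted p = 2.14e-10), as were Rgs6 (2.12, standard error 0.32) and the neurotrophin receptors Ntrk2 (1.09, standard error 0.23) and Ntrk3 (1.03, standard error 0.19). Genes of small neurons went the other way. Runx1, a transcription factor of nociceptors (-2.22, standard error 0.21; chromosome 16 from 92601466 to 92826149 in mm10), the artemin receptor Gfra3 (-2.51, standard error 0.27), and the cold neuron genes Trpm8 (-3.32, standard error 0.37) and Foxp2 (-2.60, standard error 0.24) were higher in I2. Each of these edgeR values, from sums of 4 IOT libraries, had the same sign in 4 of 4, and the call of Ntrk2 is lost without day 2. The lists that follow also count any member that named I1 or I2, and the naming set the direction of such members. Of 20 large diameter neuron genes tested, 11 were higher in I1 and 1 in I2 (13 and 1 adjusted over the list alone; camera, adjusted p = 5.29e-11, and 0.354 as an adjusted p with an estimated correlation). Of 18 small diameter neuron genes, 9 were higher in I2 and none in I1 (11 over the list alone; camera, adjusted p = 5.29e-11, and 0.354 as an adjusted p with an estimated correlation).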

Several genes that broadly distinguish groups of uninjured trigeminal neurons were also differentially represented in I1 and I2 (see Figure 2—figure supplement 2 for examples and their expression profiles in the injured and uninjured neural classes). 

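The protocadherin Pcdh7 was log2 fold change 2.48, standard error 0.20, adjusted p = 1.09e-22 in I1 over I2 by edgeR, and the touch channel Piezo2 1.90, standard error 0.20 (chromosome 18 from 63010213 to 63387183 in mm10). For the adhesion protein Ntng1 the value was 2.24, standard error 0.24, for the dendritic cytoskeleton gene Map2 2.08, standard error 0.19 and for the atypical cadherin Fat3 2.29, standard error 0.21, each in 4 of 4 IOT libraries. In control nuclei the ratio of C4 to all other nuclei, which include other large classes, was 3.72 for Pcdh7 and 5.77 for Ntng1. Piezo2 was at 1455 CPM in large and 885 in small nuclei. Pcdh7, Ntng1 and Piezo2 were also used to name C4, so these control values are not independent of the naming. No such values are given here for Map2 and Fat3. The I1 cluster was named with these 5 genes among others, though they had no part in forming it.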

I1 neurons typically expressed markers including protocadherin 7 (*Pcdh7*), *Piezo2*, netrin G1 (*Ntng1*), microtubule associated protein 2 (*Map2*) and FAT atypical cadherin 2 (*Fat3*) that normally are prominent in larger diameter neurons involved in more discriminative types of sensation. ISH confirmed that a large subset of injured neurons still expressed *Piezo2* (Figure 2f). I2 neurons had an expression profile more related to nociceptors and instead expressed genes like tee-shirt homology domain 2 (*Tshz2*), regulator of G protein signaling 4 (*Rgs4*) and calcium voltage gated channel subunit alpha 1 c (*Cacna1c*) that are normally markers of smaller diameter neurons (Figure 2—figure supplement 2). 

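The zinc finger gene Tshz2 (log2 fold change -1.97, standard error 0.17, adjusted p = 1.11e-20, I1 over I2), the G protein regulator Rgs4 (-2.28, standard error 0.18) and the L-type calcium channel gene Cacna1c (-2.26, standard error 0.18) were higher in I2 by edgeR in 4 of 4 IOT libraries. So were genes of nociceptors that had no part in naming the clusters: the nociceptor sodium channel Scn10a (-0.88, standard error 0.23) and the channel Trpm3, which senses noxious heat (-1.08, standard error 0.20). The calcium channel subunit Cacna2d2 also favored I2 (-2.21, standard error 0.35). The call of Scn10a is lost without day 2 and with DESeq2.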

Finally, by comparing the expression profiles of I1 and I2 neurons, we identified a few genes that were differentially upregulated after injury. For example, GDNF-family receptor 1 (*Gfra1*) was primarily expressed in I1 neurons (Figure 2—figure supplement 2). By contrast the neuropeptide *Gal* was largely restricted to I2 (Figure 2—figure supplement 2) and selectively labeled just a subset of injured neurons in double label ISH (Figure 2g). 

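Gfra1, a coreceptor for the survival factor GDNF (chromosome 19 from 58235604 to 58455909 in mm10), was higher in I1 than in I2 (log2 fold change 2.46, standard error 0.20, adjusted p = 4.2e-22) by edgeR in 4 of 4 IOT libraries. At day 2 it was at 881 (842 to 922) CPM in I1 nuclei and 118 (85.8 to 159) in I2 nuclei, against 148 in uninjured ones. Npy (1.94, standard error 0.31) and Fst, an activin antagonist (1.76, standard error 0.36), leaned to I1 as well, in 4 of 4 libraries each. Gfra1 is among the genes that named I1.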

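Galanin showed the reverse pattern: Gal was lower in I1 than in I2 (log2 fold change -2.65, standard error 0.19, adjusted p = 1.56e-26) by edgeR, in 4 of 4 IOT libraries. At day 2 its counts were 1149 (1043 to 1263) CPM in I2 and 147 (131 to 164) in I1 nuclei, and it had a UMI in 77.4% and 21.8% of them (median depths 3202 and 4040 UMIs). Scg2, a precursor of secretory granule peptides (-2.08, standard error 0.34), and the injury gene Lmo7 (-1.47, standard error 0.18) were higher in I2 too. Gal is among the genes that named I2.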

Genes that best distinguish I1 and I2 were subjected to gene enrichment ontology analysis (GO analysis, Figure 2—figure supplement 3). Although I2 markers were enriched in genes related to pain in line with our predictions, most pathways identified by this analysis were very general. Thus, taken together our data show that axon-transection induces a remarkably consistent transcriptional transformation in the diverse types of trigeminal neurons to produce an injured neural state retaining just vestiges of the gene expression patterns that distinguish classes of uninjured neurons.

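Pain genes leaned to I2 and axon guidance genes to I1. The capsaicin receptor Trpv1 (log2 fold change -2.41, standard error 0.61, adjusted p = 0.00235, I1 over I2, edgeR) was lower in I1 in 4 of 4 IOT libraries. The guidance receptor Robo1 (2.31, standard error 0.24) was higher in I1 in 4 of 4. The nociception gene Gal named I2, so its direction is set by the naming. The same holds for any other list member that named I1 or I2. Of 30 nociception genes tested, 11 were higher in I2 and 4 in I1 (13 and 6 adjusted over the list alone; camera, adjusted p = 0.000548, and 0.354 as an adjusted p with an estimated correlation). Of 46 axon guidance and adhesion genes, 20 were higher in I1 and 2 in I2 (23 and 4 over the list alone; camera, adjusted p = 5.29e-11, and 0.354 as an adjusted p with an estimated correlation).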

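Atf3 did not separate the injured groups: its I1 to I2 difference was 0.11 (standard error 0.18, adjusted p = 0.773) by edgeR. Palld, an actin cross-linker, was higher in I1 (2.26, standard error 0.21), and Stmn1, which destabilizes microtubules, in I2 (-1.66, standard error 0.18). Across the injured nuclei as a whole, the kinase Prkca (log2 fold change -1.81, standard error 0.12, adjusted p = 1.14e-17) and Grik1 (-2.30, standard error 0.12) fell and Gap43, a growth cone protein, rose (1.70, standard error 0.11), in 4 of 4 IOT libraries. Grik1 at day 2 was at 272 CPM in injured and 1031 in uninjured nuclei. The paper concludes that transection turns many neuron types into 1 injured state with remnants of their former identity, reasoning from the shared rise and fall of genes and from the I1 and I2 markers. The deposited counts show which genes differ between injured and uninjured nuclei, but carry no label for the class a damaged neuron came from.

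**Figure D2:**
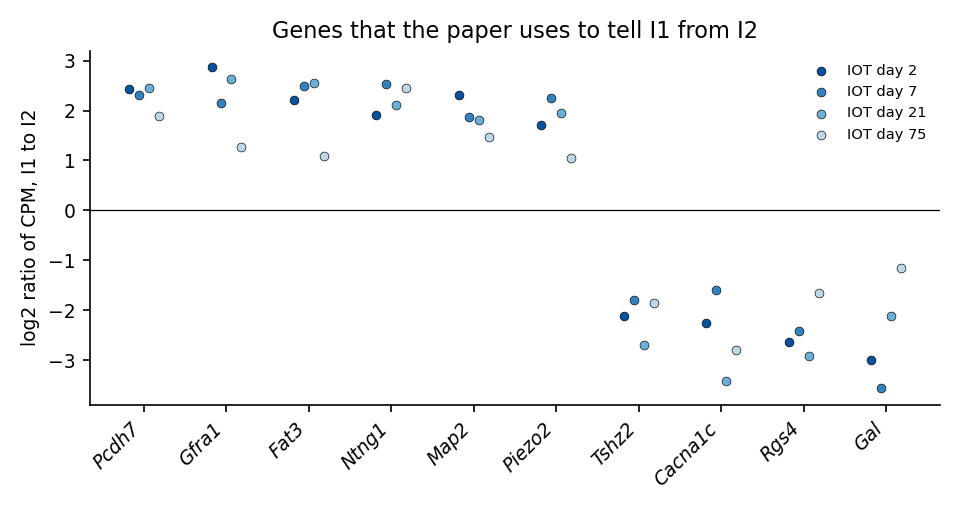
Log2 ratio of CPM in I1 nuclei to CPM in I2 nuclei (vertical axis) for genes the paper uses to tell the 2 groups apart, with 1 point per IOT library.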

### Long-term survival and transcriptional stability of injured trigeminal neurons

To assess how gene expression evolved after SNI, we carried out sn-transcriptomic analysis using ganglia isolated 7-, 21- and 75 days post injury and used a unified method (Butler et al., 2018) to co-cluster the sequencing data from the uninjured control and the four IOT time-points (Figure 3). 

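The later libraries hold nuclei from 10 mice at day 7, 10 at day 21 and 6 at day 75 after IOT, prepared and counted like day 2. They contain 4033, 4046 and 3634 nuclei with medians of 1747, 3138 and 4178.5 UMIs. With the 10x control and day 2 this makes 20692 nuclei, the number in the paper's joint clustering, and with the 3178 Drop-seq nuclei, also clustered here, 23870. Depth at day 7 is below that of the other times, so shares of nuclei with a gene were also taken after thinning each nucleus to 1143 UMIs. To follow Nts, Npy or Lmo7 over time, the log2 ratio of injured to uninjured nuclei was taken within each library, and edgeR tested its slope over log2 of days with 2 residual degrees of freedom. Uninjured nuclei of the 4 IOT libraries were compared with the single 10x control library by assuming that it varies like the others.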

As expected, uninjured classes of trigeminal neuron were all distinguished in this analysis and segregated from the injured neural classes (Figure 3a,b). However, the most striking feature revealed by our analysis was the stability of the clustering, including all the uninjured clusters and the two classes of injured neurons (I1, I2) across the time-course (Figure 3c). Indeed, the most salient difference between timepoints was the number of injured neurons. 

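Mechanoreceptor, cold and nociceptor classes were found at each time. Among uninjured nuclei, C13 nuclei with Mrgprd made up 12.1% at day 7, 9.28% at day 21 and 13.8% at day 75, the Trpm8 class C1/2 7.96%, 10.2% and 7.55%, and C4 nuclei 17.4%, 17.3% and 12.9%. The large diameter share was 57.1%, 64.7% and 60.1%. In the injured cluster, I1 and I2 nuclei numbered 396 and 80 at day 7, 200 and 40 at day 21, and 86 and 8 at day 75. Injury responses were alike over time: across 4683 genes, log2 ratios of 2 IOT libraries correlated with r between 0.772 and 0.878 (median 0.812), though genes are not independent replicates. Of the unnamed clusters, the 1 led by Calb2, Pcp4 and Npy made up 3.03% of nuclei at day 75 and 0.127% in the facial injury library, the widest range of any larger uninjured cluster. It held 119 of 4368 nuclei in the 10x control, 78 of 4611 at day 2, 111 of 4033 at day 7 and 103 of 4046 at day 21. Day 75 was thus close to control, and the low facial share sets the range.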

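At day 7, 476 nuclei (11.8%, 10.8 to 12.8%) lay in the injured cluster when Atf3 and the other genes named in the paper's text had no part in the clustering. Atf3 had a UMI in 57.1% of these and in 3.88% of uninjured nuclei (median depths 1945 and 1722 UMIs). Of the nuclei with Atf3, 272 of 410 (66.3%, 61.5 to 70.9%) were in the injured cluster. The nociceptor channel Scn10a was at 46.2 CPM in injured and 552 in uninjured nuclei.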

At 7 days after injury, 539 from 4033 of total neurons (approx. 13.4%) grouped into I1 and I2, similar to the 13.8% observed at day 2. However, by 21 days post injury only 288 of 4046 neurons (7.1%) segregated into the injury-related clusters and 75 days after surgery this ratio had fallen further to 104 of 3634 neurons (approx 2.9%). Therefore, although the injury-related states are very long-lived, there is a progressive loss of cells with these transcriptomic features at longer times after injury.

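Fewer nuclei carried the injured profile of Atf3, Sox11 and Sema6a at late times: 240 at day 21 (5.93%, 5.22 to 6.70%) and 95 at day 75 (2.61%, 2.12 to 3.19%). These intervals lie apart from each other and from those of the first 2 libraries. They cover counting error within 1 library per time and not differences between mice or between ganglia. By the marker rule of 3 or more of 10 injury genes the shares rose from 16.5% at day 7 to 21.7% and 24.3% at these times, which ends the fall after day 7, in libraries that differ in depth. That rule also marked 8.07% of control nuclei.

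**Figure D3:**
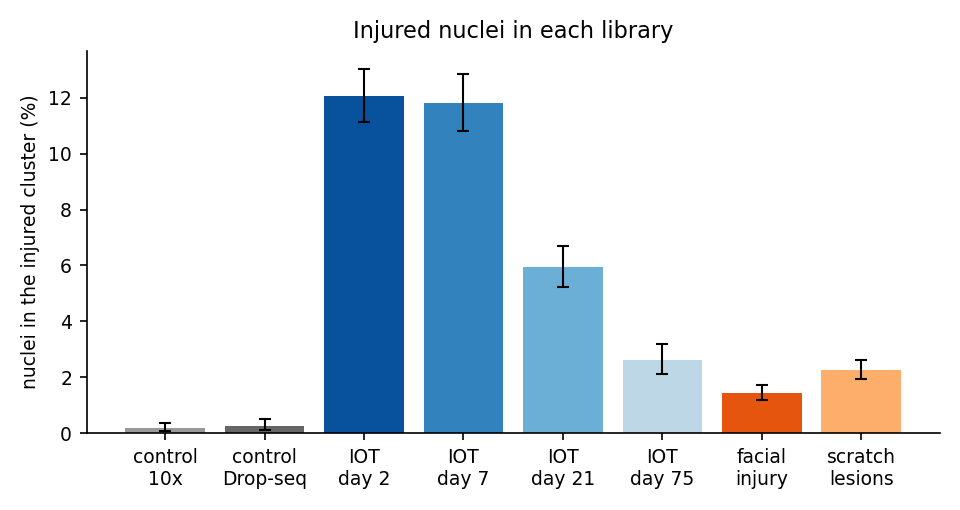
Share of nuclei in the injured cluster (vertical axis, percent) in each library, with bars for 95% intervals of counting error.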

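Injured nuclei still expressed Atf3 and had less Scn10a than uninjured ones at the late times when they had become fewer. Atf3 had a UMI in 69.6% of injured and 3.47% of uninjured nuclei at day 21 (median depths 3202 and 3131.5 UMIs), and in 53.7% and 2.54% at day 75 (medians 4755 and 4164). Among nuclei with an Atf3 UMI, 167 of 299 (55.9%, 50.0 to 61.6%) at day 21 and 51 of 141 (36.2%, 28.2 to 44.7%) at day 75 were in the injured cluster. The Scn10a CPM of injured and uninjured nuclei were 27.1 and 339.7 at day 21 and 173 and 493 at day 75. Counts of nuclei cannot tell cells that die from cells that regain a normal profile.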

**Figure 3.**
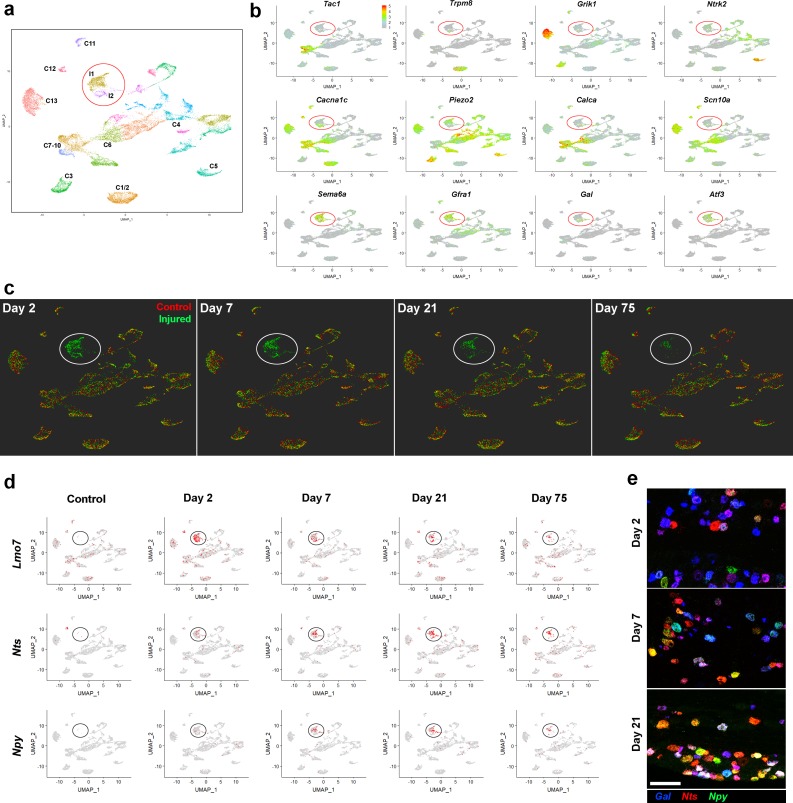
Stability of the IOT induced injured neural state. (**a**) UMap representation of sn-data: co-clustering of 20,692 trigeminal neurons from control uninjured mice and from mice at day 2, day 7, day 21, day 75 after IOT; injury-related classes I1 and I2 are circled; colors distinguish clusters identified in this analysis. (**b**) Expression of select genes (relative cellular expression indicated by the scale-bar) shows down-regulation of several key somatosensory genes in the injured neurons (circled) and upregulation of injury-related transcripts. (**c**) Cells from each of the four time-points after injury (green) are shown separately in UMap representations. For comparison the uninjured control data (red) are included in each plot. Throughout the time-course, both the injured neurons (circled) and uninjured neural classes remained stable in this representation of multidimensional space. Notably, however, the number of injured neurons decreased at 21 and 75 days. (**d**) UMap representation showing expression of three injury induced genes (gray, no expression; red, expression; injured cell-classes circled). Note that *Lmo7* shows decreased expression after Day 2, whereas expression of *Nts* and *Npy* increases at these later time-points. (**e**) Representative images of triple label ISH using probes for the injury induced neuropeptides *Gal* (blue), *Nts* (red) and *Npy* (green) expose the complex co-expression patterns of these genes after IOT and upregulation of *Nts* and *Npy* at later time-points; scale-bar = 100 μm.

The consistent clustering patterns of the individual timepoints in the UMap projection (Figure 3c) from 2 to 75 days after injury rule out the possibility that either injured or uninjured neurons slowly transition into new states during this timeframe. Moreover, analyzing gene expression in the injured state neurons clusters more thoroughly (see Supplementary file 3), revealed just a small number of upregulated genes changed expression level after day 2. 

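No gene of the uninjured nuclei passed edgeR between the IOT libraries and the 10x control, neither injury genes such as Atf3 nor class genes such as Calca. The value for Atf3 was 2.43 (standard error 0.76, adjusted p = 1) and for Gal 0.46 (standard error 0.75, adjusted p = 1). Of 17480 genes, 157 had an unadjusted p under 0.05, and DESeq2 called 0 with 278 unadjusted. This 0 says little about small changes, because in simulated data with the same layout edgeR recovered 0% of 1.5-fold, 1.5% of 2-fold and 28.8% of 4-fold changes. As lists, the injury-induced genes, macrophage markers and vascular markers were shifted up in the IOT libraries. The control is 1 library, so camera cannot tell an effect of injury from a property of that library. Nothing is concluded from these shifts.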

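Among genes that changed over time in injured nuclei, relative to uninjured ones of the same library, were Hrk, a gene that promotes apoptosis (log2 slope per doubling of days 0.53, standard error 0.10, adjusted p = 0.000338) and the basement membrane gene Frem3 (0.34, standard error 0.06). The regeneration gene Sprr1a rose by 0.29, standard error 0.07 per doubling. Esrrg also had a positive slope (0.33, standard error 0.06), but as a fall that lessened. Its log2 ratios were -1.80, -1.14, -0.44 and 0.03 at days 2, 7, 21 and 75. Slopes were negative for the mitochondrial assembly factor Ecsit (-0.46, standard error 0.07), the splicing factor Rbm20 (-0.46, standard error 0.10) and the hyaluronan receptor Cd44 (-0.24, standard error 0.06). By edgeR 23 genes rose and 26 fell of 13888 tested, and 45 of the 49 kept the sign of the slope with each library left out. The count was 25 without day 21, 10 without day 75 and 2 with DESeq2, and the calls of Frem3, Esrrg, Sprr1a and Rbm20 are lost without day 2. In simulations with this layout edgeR recovered 7.5% of 2-fold and 45.5% of 4-fold changes, so genes that change less can be missed.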

Examples include the Lim only domain protein 7 (*Lmo7*), which was rapidly upregulated but downregulated at later time-points and two injury-related neuropeptides *Nts* and *Npy* that were more slowly upregulated (Figure 3d). 

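The neuropeptide genes Nts (chromosome 10 from 102481756 to 102490486 in mm10) and Npy (chromosome 6 from 49822710 to 49829507) rose relative to uninjured nuclei. Lmo7, which encodes a LIM domain protein, had its highest level at day 2. Nts was at 42.7, 166.9, 457.9 and 324.6 CPM in injured nuclei at days 2, 7, 21 and 75, with log2 ratios to uninjured nuclei of 2.87, 3.17, 4.10 and 4.59. Its slope per doubling of days was 0.33 (standard error 0.06, edgeR adjusted p = 0.000274). Npy was at 23.3, 178.5, 193.3 and 135.4 CPM with log2 ratios of 2.97, 4.18, 4.67 and 5.28 and a slope of 0.39 (standard error 0.08, adjusted p = 0.00106). From day 21 to day 75 the CPM of Nts and Npy in injured nuclei fell while their ratios rose. The late rise is thus relative to uninjured nuclei and not a rise of CPM in injured nuclei. Lmo7 fell in CPM, from 289.1 through 148.3 and 124.4 to 107.5, but uninjured nuclei of the same libraries went from 29.5 to 15.6 as well. The log2 ratios were 3.32, 3.18, 3.02 and 2.79, and the slope of -0.12 (standard error 0.06, adjusted p = 0.7) did not pass. Slopes of Nts and Npy were positive with any 1 library left out, but the call of Npy is lost without day 2, without day 75 and with DESeq2.

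**Figure D4:**
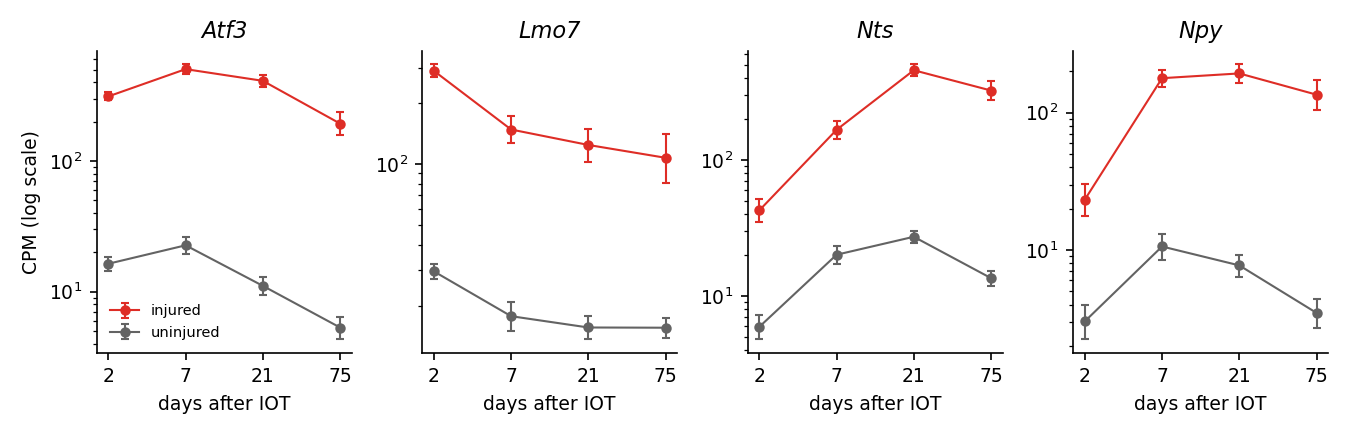
Atf3, Lmo7, Nts and Npy CPM (vertical axis, log scale) against days after IOT (horizontal axis), with 1 point per library for injured and for uninjured nuclei and bars for 95% counting intervals.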

Multicolor ISH graphically demonstrated these temporal differences in neuropeptide expression at a cellular level (Figure 3e) and revealed the complex pattern of their expression in injured trigeminal neurons providing a clear example of variation amongst the injured cells. However, the most significant conclusion from the time-course of transcriptomic changes following injury was that within 2 days of IOT, damaged neurons adopted a very stable injured state that was quite distinct from any undamaged class of trigeminal neurons. In contrast, mechanical sensitization and tactile allodynia usually take a week or more to fully develop after nerve injury (Cobos et al., 2018; Hardt et al., 2019; Wlaschin et al., 2018). Therefore, our results are consistent with recent data suggesting that central processing of somatosensory input plays a major role in this type of neuropathic pain (Guan et al., 2016; Szczot et al., 2018).

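Atf3, Sema6a and Sox11 stayed raised and Scn10a and Calca stayed lowered in injured nuclei from day 2 to day 75, by differing amounts. Log2 ratios ranged from 4.28 to 5.24 for Atf3, 3.84 to 4.20 for Sema6a and 2.64 to 3.27 for Sox11, and from -3.62 to -1.51 for Scn10a and -2.81 to -1.23 for Calca. By edgeR the slopes over time were -0.03 (standard error 0.05, adjusted p = 0.981) for Sema6a and 0.07 (standard error 0.06, adjusted p = 0.957) for Scn10a, so neither passed. A line over time cannot show a fall that deepens and then lessens, as for Scn10a (-2.15, -3.47, -3.62 and -1.51 at days 2, 7, 21 and 75). The sodium channel Scn11a went -1.44, -2.23, -3.05 and -0.318. In simulations this fit recovered 7.5% of 2-fold changes, so slopes that did not pass do not show stability. Of 13 repressed genes in the paper's list none had a slope that passed, and of 13 induced genes only Nts and Npy did. The genes the paper lists for a time were chosen on nuclei that are also in the fit of all 4, so their overlap with it is not independent evidence. Of those listed as lower 313 of 346 tested fell for day 2, 310 of 358 for day 7 and 265 of 281 for day 21, and of those listed as higher at day 21 274 of 286 rose, with none opposite. The paper concludes that the injured state is stable, reasoning from the constant clusters and the small number of genes that change after day 2.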

### Induction of the Atf3-transcriptional state is a physiological response to peripheral nerve damage

Nociception has an important role in guarding against immediate dangers and in teaching us to avoid risk (Basbaum et al., 2009; Julius, 2013). Similarly, trauma-induced pain probably plays a vital role in protecting animals from exacerbating injury (Cox et al., 2006; Goldberg et al., 2007). However, neuropathic pain does not serve such an evolutionarily significant purpose. Moreover, our results suggest that even if injury-related gene expression changes are required for nerve injur- related tactile allodynia (Guan et al., 2016; Wlaschin et al., 2018), the injury-related transcriptomic state develops long before pain symptoms are maximal. Therefore, we reasoned that the stereotyped transcriptional response that defines I1 and I2 likely has another and completely distinct role in somatosensation. Indeed, the presence of a small number of neurons in uninjured control animals that exhibited these gene expression profiles (Figure 3c) suggested that the injured state might be induced without axotomy and led us to investigate if modest nerve damage could trigger the transformation.

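A few control nuclei clustered with the injured ones: 8 of 4368 in the 10x library (0.183%, 0.0791 to 0.361%) and 8 of 3178 in Drop-seq (0.252%, 0.109 to 0.495%). In Drop-seq these had 8 Atf3 UMIs over 5 nuclei, 625 CPM (270 to 1231) against 6.22 in uninjured nuclei, and Sema6a was at 859 against 28.2. In the 10x library the 8 nuclei had 3 Atf3 UMIs, all in 1 nucleus, or 91.2 CPM (18.8 to 267) against 2.46, but only 1 Sema6a UMI, 30.4 CPM (0.77 to 169) against 39.1. With no genes withheld, 3 of the 8 and 6 of the 8 nuclei stayed in the injured cluster. Clustered alone, the control libraries gave no injured cluster. The paper proposes from such nuclei that the injured state might arise without axotomy.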

Initial support for the idea that peripheral injury induces the same transcriptomic transformation as SNI came from studying sham IOT surgery controls that we had used for ISH analysis. This surgery involves a cut to the facial skin and blunt dissection of muscle to expose but not injure the nerve and thus results in a localized but significant peripheral injury. In mice subjected to this surgery, ISH consistently revealed a small number of *Atf3* positive cells that were clustered together in the trigeminal ganglion (Figure 4a). These cells expressed several genes that are normally upregulated after nerve injury including *Sox11*, *Sema6a*, *Csf1* and *Gal* (Figure 4a). We next investigated whether other types of mild peripheral injury also induced *Atf3* expression. To do this, we used a minor facial injury model (a series of extensive skin incisions to the facial area that just cut through the dermis) and examined mice that exhibited a chronic itch-like phenotype where scratching had produced obvious shallow skin lesions in the head and neck area (scratch lesions). In both cases, *Atf3*-positive neurons were detected by ISH and just as in the case of sham surgery these cells also expressed other markers of nerve injury (Figure 4a). Thus, it appears that the same transcriptomic program (Wlaschin et al., 2018) is upregulated following various types of relatively minor peripheral injury as well as after transection of major branches of the trigeminal nerve. The three types of minor peripheral injury also downregulated functionally significant genes. Just as we showed after IOT (Figure 2), *Atf3*-positive neurons expressed only low levels of key genes including *Scn10a*, *Calca*, *Tac1* and *Trpv1* (Figure 4b), suggesting that the normal sensory function of these cells must be dramatically changed.

**Figure 4.**
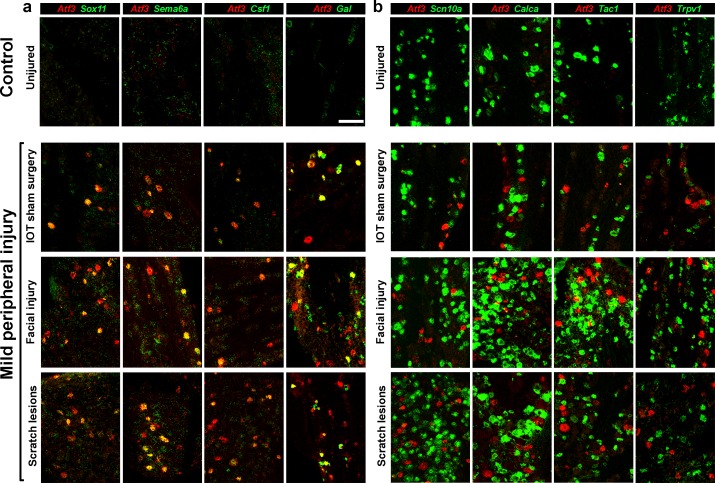
Several types of peripheral injury triggered gene expression changes paralleling those induced by IOT. Representative images of double label ISH, (*Atf3*, red) illustrate. (**a**) upregulation of other injury-related genes (green) and (**b**) down regulation of key somatosensory transcripts (green) in damaged neurons expressing *Atf3*. Uninjured control mice typically showed no *Atf3* expression (top panels). In contrast three types of mild peripheral injury, IOT sham surgery, facial injury and lesions to the head and neck resulting from scratching (lower panels) induced *Atf3*-expression in a subset of regionally localized trigeminal neurons. Time points analyzed here were 2 days after injury for IOT sham surgery and facial injury models; scale-bar = 100 μm, see Supplementary file 1 for quantitation of data.

The similarity between injury models indicated that induction of the injury-related state is a normal response of somatosensory neurons to peripheral damage. However, our ISH results suggested that there might be some minor differences between models. For example, the level of expression of injury-related genes appeared more variable in animals with mild facial injury or scratch lesions (Figure 4a) than for those subjected to IOT (Figure 2—figure supplement 1b) and although *Scn10a* and *Trpv1* expression was much weaker in injured cells (Figure 4b), they were detectable in a larger proportion of injured cells in these models than after IOT (Supplementary file 1). These differences may reflect a graded response to peripheral injury. We also observed many small diameter *Gal*-positive, *Atf3*-negative cells after these types of peripheral injury (Figure 4a) that were not detected following nerve transection (Figure 2a). On the one hand this may indicate that damage to nociceptors can induce distinct patterns of gene expression, but on the other, it may be that local effects of injury can influence gene expression in undamaged neurons. To explore these issues and to better and quantitatively define the extent to which mild peripheral injury mimics full axotomy, we carried out sn-transcriptomic analysis of trigeminal neurons from mice with facial injury and itch lesions (Figure 5, Figure 5—figure supplement 1). 

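The 2 milder injuries are facial skin cuts and lesions from scratching, each 1 library of nuclei from 10 mice on 10x version 2 chemistry. The facial library holds 8660 nuclei at day 2 with a median of 1928 UMIs. The scratch library holds 7829 nuclei with a median of 2303 UMIs, and its label gives a mixed FVBN, C57BL and 129 strain where the others are C57BL. The paper describes 3 to 5 cuts and the sample label 3 cuts per cheek and 2 on the forehead. The authors deposited UMI counts from an mm10 reference with introns. Injured nuclei with Atf3, Sox11 and Sema6a come from the same joint clustering as the IOT data, and edgeR was fitted to 12 sums, injured and uninjured for 6 libraries, with library as a block and 4 residual degrees of freedom. That fit gives the effect of minor injury over its 2 libraries and its difference from IOT. No test was made within 1 library.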

We did not carry out sn-sequence analysis for mice subjected to sham IOT surgery because of its localized and more severe nature.

**Figure 5.**
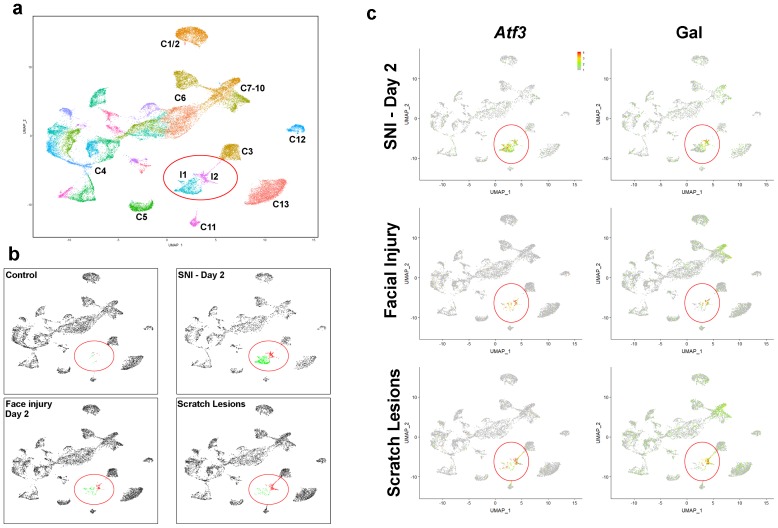
Neurons damaged by facial injury or scratching induce the same transcriptomic states as SNI. (**a**) Co-clustering of sn-data (40,359 trigeminal neurons from a combination of control uninjured mice; mice at day 2, day 7, day 21, day 75 after SNI; facial injury-day 2, and scratch lesion models); each cluster is assigned a distinct color and injury-related classes I1 and I2 are circled. The designations (C1–C13) are based on earlier single cell data (Nguyen et al., 2017) and do not distinguish between the new classes of cells identified here (see Supplementary file 4 for detailed description of trigeminal neural classes). (**b**) Separate UMap plots of the data from the control, SNI-day 2, face injury and scratch injury models in the combined clustering; uninjured cells, gray, I1 cells, green; I2 cells, red; injured classes are circled. Note that both types of peripheral injury produce the same classes of injured cells as SNI; in both cases the proportion of I2 cells was higher than after nerve transection. Uninjured neurons cluster just as in control animals for all three injury models. (**c**) Injury induced transcripts *Atf3* and *Gal* were prominently expressed by injured neural classes (circled) in all three models; relative expression colored as indicated by scale-bar. However, peripheral injury also up-regulated expression of *Gal* in C7-10 cells in line with ISH results (Figure 3).

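I2 nuclei, with Gal and Tshz2, outnumbered I1 nuclei, with Gfra1 and Pcdh7, in both minor injuries but not after IOT. They were 76 of 125 after facial injury (60.8% (51.7 to 69.4%)) and 123 of 176 after scratch lesions (69.9% (62.5 to 76.6%)). After IOT the shares were 19.1% (15.9 to 22.6%), 16.8% (13.6 to 20.5%), 16.7% (12.2 to 22.0%) and 8.51% (3.75 to 16.1%) at days 2, 7, 21 and 75. With the injured nuclei clustered alone, a choice made after seeing the data, the IOT shares rose to 38.8%, 35.9%, 34.6% and 35.8%, and the minor injury shares were 60.8% and 68.2%. Within 1 range of UMIs per nucleus 25 of 55 facial nuclei were I2, which ends the majority there but not after scratch lesions (76 of 94). With genes scaled over all nuclei the shares were 0.332%, 0%, 1.42% and 0% after IOT and 70.0% and 80.3% after minor injury.

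**Figure D5:**
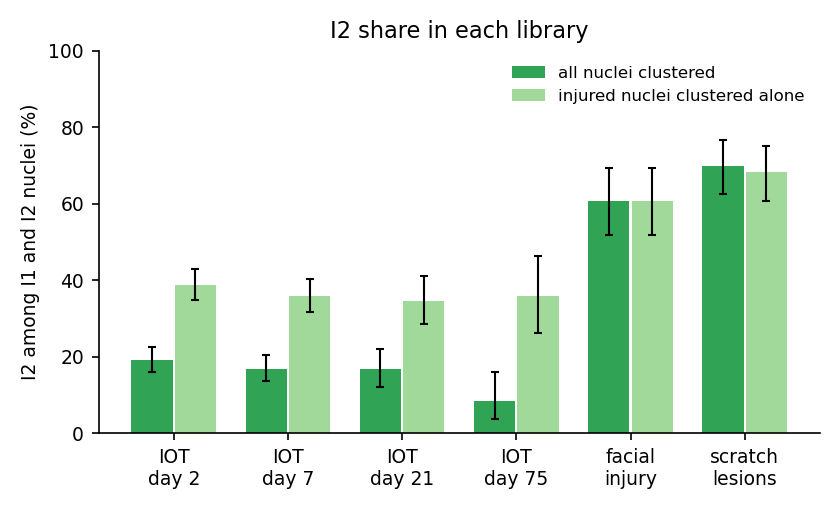
Share of I2 among I1 and I2 nuclei (vertical axis, percent) in each injury library, with all nuclei or injured nuclei alone clustered and bars for 95% intervals of counting error.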

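Galanin in peptidergic C7-10 nuclei was higher in the minor injury libraries: 235.2 CPM after facial injury and 382.2 after scratch lesions, against 158.5 in the 10x control. The IOT values were 110.8, 117.8, 145.2 and 40.64 at days 2 to 75. After thinning, Gal was in 21.4% and 27.9% of C7-10 nuclei after minor injury and 13.8% in control. In C4 nuclei, taken as background, it was in 2.54%, 6.04% and 0.301% in the same order, so the background was higher in the minor injury libraries as well. By edgeR on C7-10 sums, Gal was 0.95 (standard error 0.57) for minor injury against the single control library and 1.57 (standard error 0.38, adjusted p = 0.051) against IOT, so neither passed. The difference from IOT is called with DESeq2, without TMM scaling, without the low-count filter, and without day 21 or day 75. Genes that did pass against IOT, with both minor values above each IOT value, include the peptide gene Nmb (log2 fold change 1.71, standard error 0.33, adjusted p = 0.0269) and the ion transport regulator Fxyd2 (1.69, standard error 0.30). In all 167 genes were higher and 77 lower of 12291, but 12 passed without day 2 and 661 without day 21. Without day 75 the balance reversed (116 higher and 178 lower). It was 180 and 153 with DESeq2 and 181 and 73 without TMM scaling. The calls cannot be checked with either minor injury library left out, since only 1 then remains. Against the single control library 0 genes passed (661 unadjusted, DESeq2 0 with 438 unadjusted), in a layout where simulations recovered 1.50% of 2-fold and 27.3% of 4-fold changes.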

**Figure 5—figure supplement 1.**
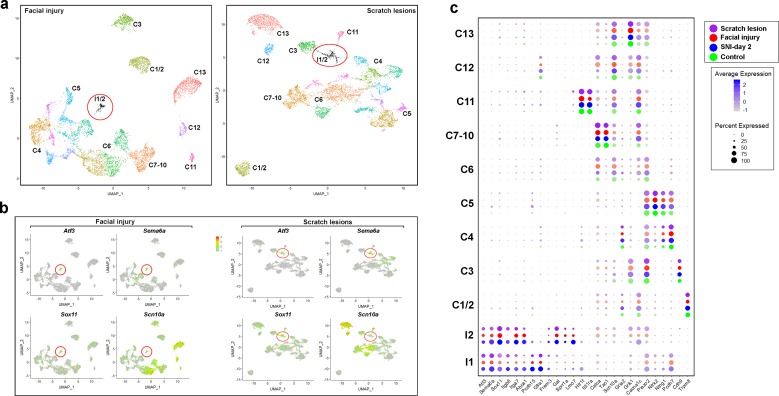
Peripheral injury induces gene expression changes matching those triggered by cutting major nerve branches. (**a**) Cluster analyses of sn-data from 8660 trigeminal neurons isolated from mice with facial injury (left panel) and 7829 neurons from mice with scratch lesion (right panel). Injured neurons (black) are circled; other colors denote distinct clusters of cells, designations (**C1–C13**) are based on earlier single cell data (Nguyen et al., 2017). (**b**) Gene expression in the sn-analyses shown in (**a**), scale-bar indicates relative expression level; injured cells are circled. (**c**) Dot plot representation of gene expression in the cluster analysis shown in Figure 5; control data are not included for injured cells because very few control neurons were identified as clustering in either I1 or I2 (Figure 5). Dot color indicates dataset: uninjured control (green); SNI-day 2 (blue); facial injury (red); scratch lesion (purple). Relative expression level color-coded from gray to pure color (see scale-bar); the percent of neurons expressing a gene is depicted by dot size (lower scale). Note the highly consistent gene expression patterns in all clusters before and after injury, regardless of injury type. One exception is integrin beta 6 *Itgb6*, which was not upregulated in many cells after facial injury but was expressed in I1 and I2 in the other models.

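The genes that mark injured neurons rose in each model. Ratios of injured to uninjured nuclei for Sema6a were 3.87 in log2 after facial injury and 3.83 after scratch lesions, for Sox11 3.18 and 3.02, and for Atf3 5.14 and 4.70. Injured nuclei after minor injury had Sox11 at 719.5 and 860.2 CPM, against 79.6 and 109 in uninjured ones. Sema6a, Sox11 and Atf3 are among the markers that named the injured cluster. Across 4683 genes the ratios of an IOT and a minor injury library correlated with r of 0.596 to 0.746 (median 0.658) and the 2 minor injuries with r of 0.739, with genes not independent replicates. In uninjured nuclei 0 genes passed edgeR between minor injury and control (1179 unadjusted, DESeq2 16), where simulations recovered 0% of 2-fold and 18.2% of 4-fold changes. Between the minor injury and IOT libraries 197 were higher and 76 lower. More were lower than higher with DESeq2 (678 higher and 1076 lower), without day 21 (585 and 795) and without day 75 (272 and 492). More stayed higher without TMM scaling (146 and 51) and without the low-count filter (185 and 68). The 273 genes of the main fit include Calca (log2 fold change 1.49, standard error 0.24, adjusted p = 0.0364), Cartpt (2.76, standard error 0.51) and the mitochondrial gene Ndufb8 (2.89, standard error 0.44), each with both minor values above every IOT value. That count was 1 without day 2, 19 without day 7, 1380 without day 21, 764 without day 75, 9 without facial injury, 3 without scratch lesions and 1754 with DESeq2.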

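Itgb6, which encodes an integrin subunit that activates TGF-beta (chromosome 2 from 60598292 to 60722643 in mm10), rose after IOT (log2 fold change 3.70, standard error 0.13, adjusted p = 1.03e-27) and after minor injury (3.12, standard error 0.21; adjusted p = 2.49e-16) by edgeR. Log2 ratios were 3.28, 3.78, 3.26 and 4.23 for IOT, 3.26 for scratch lesions and 2.79, the lowest of the 6, for facial injury. There it was at 81.8 (52.4 to 122) CPM in injured nuclei, in 6.31% of them after thinning, against 38.1% at IOT day 2 and 1.28% of uninjured facial nuclei. The difference between minor injury and IOT was -0.58 (standard error 0.22, adjusted p = 0.325) and did not pass.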

**Figure 5—figure supplement 2.**
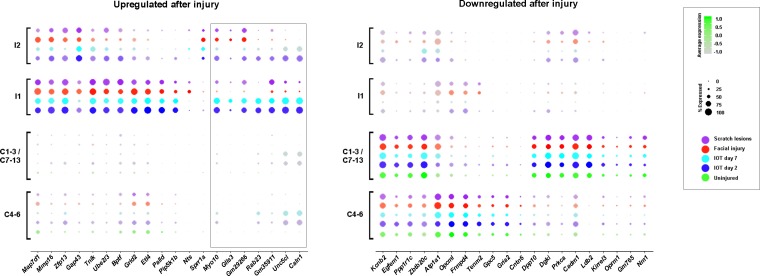
Additional quantitation of genes up- and downregulated in injured trigeminal neurons Dot plot representation of gene expression in the cluster analysis shown in Figure 5. Dot color indicates dataset: uninjured control (green); SNI-day 2 (blue); SNI-day 7 (cyan); facial injury (red); scratch lesion (purple); uninjured neurons have been pooled according to predicted size: large diameter (C4-6); small diameter (C1−3/C7-13). Relative expression level color-coded from gray to pure color as indicated); the percent of neurons expressing a gene is depicted by dot size (indicated). Control data are not included for injured cells because very few control neurons were identified as clustering in either I1 or I2 (Figure 5). Note many upregulated and most down regulated genes show great similarity in all injury models but some upregulated transcripts (boxed) were more prominent in the IOT injury model than after milder peripheral injury.

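Gfra1, the GDNF coreceptor, rose less after minor injury than after IOT (difference in log2 fold change -1.23, standard error 0.18, edgeR adjusted p = 1.45e-05), as did the transcription factor Pou2f1 (-1.10, standard error 0.22), the protease Mmp16 (-0.78, standard error 0.19) and the protocadherin Pcdh15 (-1.72, standard error 0.22). The serotonin receptor Htr1f rose after IOT (1.88, standard error 0.10, 4 of 4 libraries) and was at -0.73 (standard error 0.20, adjusted p = 0.0111) after minor injury, a difference of -2.61, standard error 0.21. Other injury genes rose more after minor injury: Gal (1.28, standard error 0.20), Sprr1a (2.22, standard error 0.28) and the actin motor Myo10 (1.04, standard error 0.20). Of the repressed genes, Scn10a (1.50, standard error 0.28), Grik1 (1.42, standard error 0.21) and Prkca (1.18, standard error 0.20) fell less after minor injury. In each of these both minor ratios lay beyond the 4 IOT ratios. Injured nuclei after minor injury held a larger share of I2 nuclei, in which Gfra1 was lower and Gal higher than in I1 nuclei. This test does not separate that mix from a change within I1 or I2, nor injury type from time after injury. Of 14371 genes 72 had a higher and 107 a lower effect after minor injury, and without TMM scaling 106 and 84. The count of 179 became 308 without day 2, 82 without scratch lesions and 1 without library as a block, and the calls of Gal, Myo10 and Prkca are lost without scratch lesions and those of Mmp16 and Myo10 without facial injury. Of 20 small diameter neuron genes 6 had a higher effect after minor injury and none a lower (12 adjusted over the list alone; camera, adjusted p = 9.38e-20, and 0.0915 as an adjusted p with an estimated correlation), and of 33 nociception genes 7 and none (15 and 1 over the list alone; camera, adjusted p = 4.05e-14, and 0.0915 as an adjusted p with an estimated correlation). A higher effect can be a weaker fall, as for Scn10a, or a larger rise, as for Gal.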

**Figure 5—figure supplement 3.**
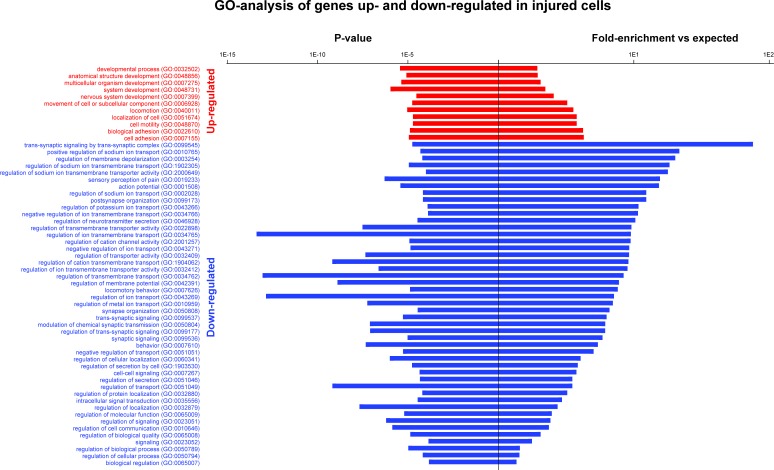
GO-analysis of genes that are up- and downregulated in injured neurons. GO-analysis was carried out for genes that were identified as upregulated or downregulated in injured neurons relative to uninjured neurons; all significantly enriched terms are shown. Upregulated genes were enriched in GO-terms such as developmental process, system development, nervous system development, cell motility and cell adhesion. By contrast, down regulated genes were enriched in GO-terms related to neural function including synaptic signaling, regulation of sodium transport, regulation of transmembrane potential, action potential, sensory representation of pain.

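Adhesion and cytoskeleton genes were prominent among the rises. Frem3, of the basement membrane, rose after IOT (log2 fold change 5.13, standard error 0.18, adjusted p = 4.92e-27, 4 of 4 libraries) and minor injury (4.84, standard error 0.29, 2 of 2 libraries) by edgeR. Flrt3, which guides axons, rose by 3.02, standard error 0.12 and 3.82, standard error 0.18, and the tubulin gene Tubb6 by 3.68, standard error 0.25 and 3.37, standard error 0.40. After IOT 13 of 28 integrin and matrix genes rose and 1 fell (15 and 1 adjusted over the list alone; camera, adjusted p = 5.2e-09, and 0.0674 as an adjusted p with an estimated correlation), and after minor injury 10 rose and none fell (camera, adjusted p = 1.18e-13, and 0.0285 as an adjusted p with an estimated correlation). Of 33 cytoskeleton and growth cone genes 16 rose and 5 fell after IOT (16 and 7 over the list alone; camera, adjusted p = 4.3e-06, and 0.172 as an adjusted p with an estimated correlation). Axon guidance genes moved both ways, 21 up and 20 down of 56 (camera, adjusted p = 0.132). These lists were fixed in advance and are not the GO terms of the paper.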

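Genes of excitability and transmitter release were prominent among the falls. Cplx2, which clamps vesicle fusion, fell after IOT (log2 fold change -1.94, standard error 0.19, adjusted p = 2.52e-11, 4 of 4 libraries) and minor injury (-1.61, standard error 0.30, 2 of 2) by edgeR. Scn1a, a sodium channel of fast-conducting neurons, fell by -0.92, standard error 0.11 and -1.54, standard error 0.21, and the potassium channel Kcnb2 by -1.67, standard error 0.10 and -1.12, standard error 0.15. Of 34 synaptic release genes 16 fell and 3 rose after IOT (18 and 3 adjusted over the list alone; camera, adjusted p = 9.13e-05, and 0.151 as an adjusted p with an estimated correlation). Of 33 nociception genes 23 fell and 6 rose (24 and 6 over the list alone; camera, adjusted p = 6.58e-09, and 0.0893 as an adjusted p with an estimated correlation), the rises including Gal, Nts and Npy. For calcium channels 8 of 14 fell and 3 rose (camera, adjusted p = 0.0079, and 0.0893 as an adjusted p with an estimated correlation), and for opioid, GABA-B, cannabinoid and adrenergic receptors 7 of 16 fell and 1 rose (camera, adjusted p = 0.00633, and 0.0893 as an adjusted p with an estimated correlation). After minor injury 19 of 35 potassium channels fell and 1 rose (25 and 1 over the list alone; camera, adjusted p = 1.31e-18, and 0.0285 as an adjusted p with an estimated correlation), while 4 of 12 sodium channels fell (6 over the list alone; camera, adjusted p = 9.73e-05, and 0.0978 as an adjusted p with an estimated correlation).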

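Trpm8, Mrgprd and Calca classes were all present after facial injury and scratch lesions. Among uninjured nuclei C1/2 held 8.34% and 7.00%, C13 12.2% and 13.4%, C6 16.6% and 13.4%, and C4 15.1% and 14.0% after facial injury and scratch lesions. The C3 class with Cdh9 held 7.37% and 6.47%. Large diameter nuclei were 56.7% and 57.4%. These are 1 library each and carry no error from animals.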

Initial clustering of the two datasets from mice with facial injury or scratch lesions (Figure 5—figure supplement 1) revealed that most neurons grouped into clusters resembling those identified from uninjured control mice (Figure 1). However, in both cases an additional class of cells clustered separately (Figure 5—figure supplement 1a) and expressed several markers of damaged trigeminal neurons (Figure 5—figure supplement 1b). 

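Damaged nuclei of both minor injuries expressed Sprr1a, Ecel1 and Frem3. Without a test, the largest log2 ratios of injured to uninjured nuclei among genes at 50 CPM or more after facial injury were 8.25 for the noncoding RNA Gm42831 (41 UMIs in injured nuclei) and 7.54 for the serotonin transporter Slc6a4 (15 UMIs). After scratch lesions they were 7.12 for Anxa11os (26 UMIs), 6.54 for Sprr1a, a cornified envelope protein also made in regenerating axons (207 UMIs), 5.85 for Gm42831 (27 UMIs) and 5.53 for the endopeptidase Ecel1 (40 UMIs). Atf3 rose over both (log2 fold change 4.86, standard error 0.19, adjusted p = 3.7e-25, 2 of 2 libraries by edgeR). Of 14371 genes 515 rose and 511 fell. That balance depended on the fit, with 543 and 233 by DESeq2 and 505 and 814 without the low-count filter. Of 26 regeneration-associated genes 20 rose and none fell (camera, adjusted p = 5.74e-55, and 0.0108 as an adjusted p with an estimated correlation). Markers of macrophages moved with the injured nuclei of these libraries: 2 of 9 rose and none fell (camera, adjusted p = 0.0181, and 0.167 as an adjusted p with an estimated correlation), among the former the fractalkine receptor gene Cx3cr1 (1.27, standard error 0.23).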

The injury-related cells accounted for approximately 1.3% and 2.7% of total neurons in the facial injury and scratch lesion models, respectively. 

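The injured cluster with Atf3, Sox11 and Sprr1a held 125 of 8660 nuclei after facial injury (1.44%, 1.20 to 1.72%) and 176 of 7829 after scratch lesions (2.25%, 1.93 to 2.60%). Counting nuclei with 3 or more of 10 injury markers gave 8.22% and 13.2%, against 8.07% of control nuclei. With genes scaled over all nuclei the facial share was 0.716%. Each library clustered alone gave 2.02% after facial injury and 1.76% after scratch lesions, in the reverse order.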

To better assess how these neurons were related to the I1 and I2 classes that result from IOT, we co-clustered all data (Figure 5a) and then compared the two peripheral injury models with effects of nerve transection (Figure 5b,c). This approach makes use of information about the cellular expression level of many genes both to define and display clusters (Butler et al., 2018) and thus is highly quantitative. 

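Part of the nuclei with Atf3 from the minor injuries entered the same cluster as IOT nuclei, while most with an Atf3 UMI lay outside it. After facial injury 68 of 254 (26.8%, 21.4 to 32.7%) and after scratch lesions 101 of 355 (28.4%, 23.8 to 33.5%) nuclei with an Atf3 UMI lay there, and with 2 or more UMIs 26 of 51 and 53 of 93. Of the injured nuclei, 54.4% and 57.4% had Atf3, against 2.18% and 3.32% of uninjured ones (median depths 1970, 2421.5, 1927 and 2299 UMIs). Gadd45a, a DNA damage response gene, was raised alongside in both, with log2 ratios of 3.82 and 3.54.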

Remarkably, *Atf3*-positive neurons from both minor injury models were grouped with I1 and I2 neurons from IOT mice (Figure 5b). There were small differences, for example, in scratch lesion mice, most damaged neurons were in the I2 class with several likely related to normal C3 neurons (Figure 5b). Such variation may reflect the type of injury and/or the innervation of the injured sites by a slightly different distribution of neural-classes from those damaged in the IOT model. 

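Fam19a4, a marker of C3 neurons that encodes a secreted protein, was carried by I2 nuclei after scratch lesions. It had 74 UMIs there, 254 CPM (199 to 319), in 34.2% of nuclei. In C3 nuclei it was at 659.5 CPM (65.9% of nuclei) and in other uninjured nuclei at 36.3 (7.77%), with median depths of 2273, 1890 and 2343.5 UMIs. I1 nuclei of the same library had 22.4 CPM. The C3 adhesion gene Cdh9 was at 92.7 CPM (61.1 to 135) in scratch I2 nuclei, 615 in C3 and 19.8 elsewhere. After facial injury I2 nuclei had 198 CPM of Fam19a4 (130 to 288) and 65.9 of Cdh9 (30.2 to 125), but at IOT day 2 only 51.0 of Fam19a4 (30.7 to 79.7) against 30.5 in other uninjured nuclei. The C3 markers Zfp521 (65.2 against 87.0) and Kcnd3 (109.8 against 159.4) were not above other uninjured nuclei. By edgeR the injury effects on Fam19a4 (2.72, standard error 0.25) and Cdh9 (1.69, standard error 0.36) were higher after minor injury than after IOT, with both minor ratios beyond all 4 IOT ratios, and the call of Cdh9 is lost without scratch lesions.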

One other difference that was evident for both minor injury models was low-level upregulation of *Gal* in neurons outside the I1 and I2 classes (Figure 5c) in keeping with ISH results (Figure 4a). However, these data and additional gene expression analysis (Figure 5—figure supplement 1c and Figure 5—figure supplement 2) confirm great similarity but not complete identity between the transcriptomic profiles of neurons damaged in peripheral injury models and after nerve transection.

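Gal counts outside the injured cluster were higher after minor injury than in control, in large as in small diameter classes. After scratch lesions it was at 163 CPM in C13 (8.10 in control), 124 in C1/2 (17.4), 160 in C3 (5.94), 173 in C5 (1.17) and 52.6 in C4 (3.97). After facial injury the values were 39.0, 68.8, 70.3, 88.6 and 25.4. IOT day 2 also exceeded control in C13, C1/2, C3, C5 and C4, with 46.0, 33.0, 30.1, 99.04 and 28.7, and its C13, C5 and C4 values lay above those after facial injury. Injured nuclei had far more, 880 CPM after facial injury and 3190 after scratch lesions. Thinned shares of nuclei with Gal in the large diameter class C6 were 3.22% and 6.70% after facial injury and scratch lesions, against 0.567% in control. RNA released from other nuclei was not measured, so these counts cannot tell it from low expression within each class. The edgeR comparison of uninjured nuclei between minor injury and control gave 2.20 (standard error 0.88, adjusted p = 0.737) for Gal and did not pass with 1 control library.

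**Figure D6:**
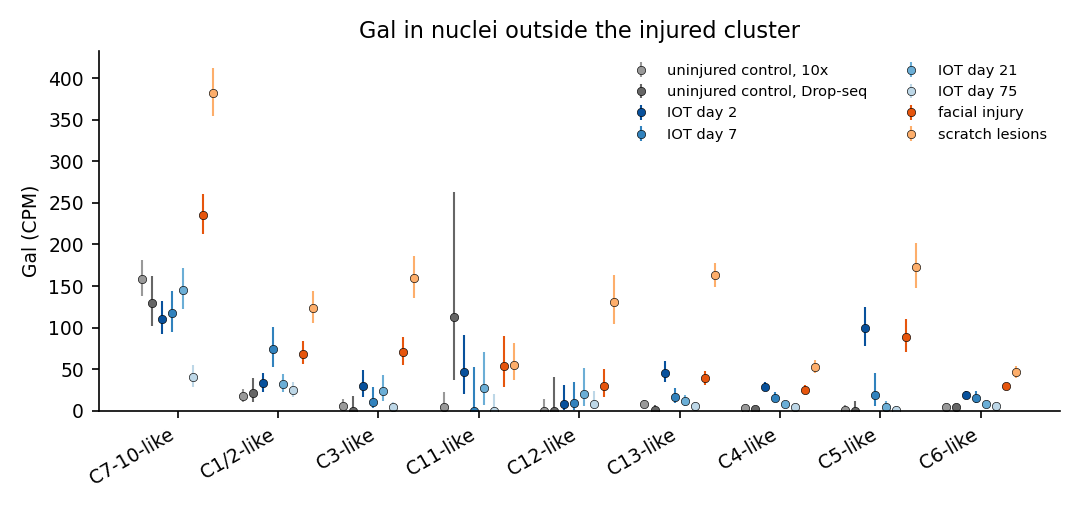
Gal CPM (vertical axis) in each named class outside the injured cluster, with 1 point per library and bars for 95% counting intervals.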

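Most genes that changed after minor injury changed the same way after IOT. Nts (3.81, standard error 0.15 after IOT and 4.59, standard error 0.21 after minor injury), Csf1 (3.41, standard error 0.34 after minor injury) and Stmn4 (2.20, standard error 0.13 and 1.94, standard error 0.22) rose, and Oprm1 (-1.37, standard error 0.24 after minor injury) and Bcl11b (-1.53, standard error 0.37) fell, by edgeR in every library. Of 515 genes higher after minor injury 442 were also higher after IOT (85.8%, 69.16 expected if independent), and of 511 lower 395 were lower (77.3%, 68.02 expected). Only 12 were called in opposite directions. Across 4692 genes at 50 or more CPM the log2 fold changes correlated with r of 0.769, and over all tested genes with 0.221, with genes not independent replicates. Large diameter neuron genes differed between the models in the other direction to small ones: 4 of 20 had a lower effect after minor injury and none a higher (camera, adjusted p = 0.0383, and 0.613 as an adjusted p with an estimated correlation). The paper concludes that minor and severe damage give closely related but not identical states, reasoning from shared clusters and dot plots of gene expression. Both conditions share the uninjured nuclei of their own library as reference, so preparation differences between libraries cancel only where they affect injured and uninjured nuclei alike.

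**Figure D7:**
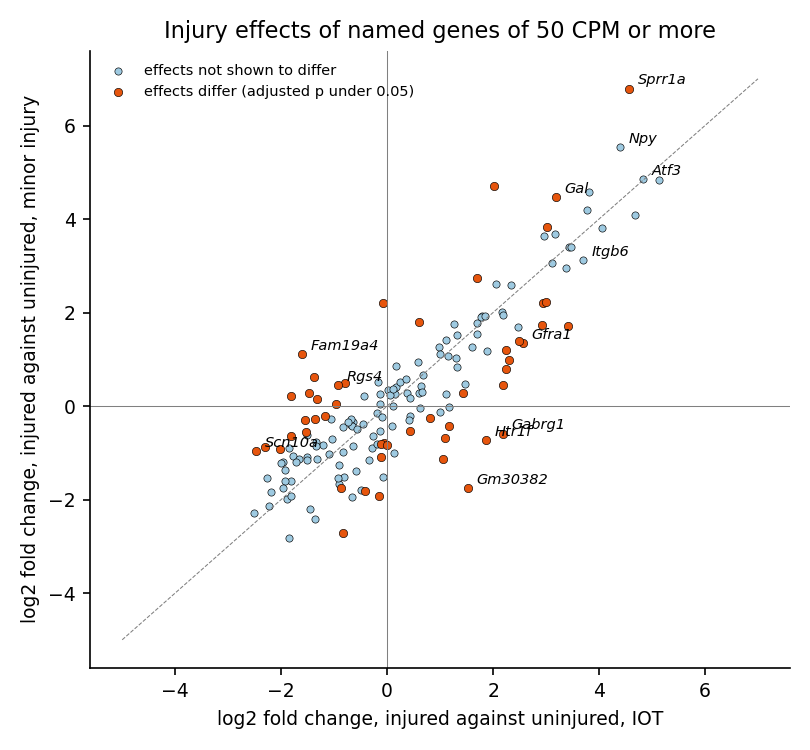
Log2 fold change after minor injury (vertical axis) against that after IOT (horizontal axis) for 167 named genes, 1 point per gene, with genes whose effects differ shown in color.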

### Genetically marking the injured state neurons reveals their long-term fate

Since induction of an injured neural state appears to be a physiologically relevant somatosensory neural response to a variety of peripheral injuries, we anticipated that it normally would play a role in the recovery process and therefore, that changes in gene expression should often be reversible. Indeed, after facial cuts had healed, ISH localization anecdotally indicated decreased expression of injury-related transcripts. Nonetheless, even three weeks after injury and thus long after healing of the skin, a few *Atf3*-positive cells were still observed in the trigeminal ganglion. The time-dependent decrease in proportion of neurons with an injury-related transcriptional profile after IOT (Figure 3) and the absence of new transcriptomic clusters (Figure 3) also indicated that recovery might occur even after nerve transection. However, in both cases it is equally possible that injured neurons progressively die, and indeed significant cell death after SNI has been well characterized (Himes and Tessler, 1989; Vestergaard et al., 1997).

Therefore, to explicitly test if neurons can recover after entering the injured state, we generated *Atf3-IRES-Cre* knockin mice, where damaged neurons could be permanently marked using Cre-recombinase activity (see Figure 6—figure supplement 1 for details). We then used a viral strategy to transduce a subset of trigeminal neurons by intraperitoneal injection of a *Cre*-dependent adeno associated virus (AAV9-*CAG-flex-tdTomato*) in neonate knockin mice (Szczot et al., 2018). This approach transduces many somatosensory neurons but avoids complications from developmental expression of *Atf3*. As expected, adult animals, not subjected to nerve injury exhibited only very sparse expression of *Atf3* and no detectable *tdTomato* in trigeminal neurons (Figure 6a). In contrast, after IOT, prominent labeling of trigeminal neurons with *tdTomato* was observed (Figure 6b–d). Note that the viral labeling strategy targets about 30–50% of trigeminal neurons meaning that only a proportion of the *Atf3-Cre* neurons (green) activate *tdTomato* expression (red).

**Figure 6.**
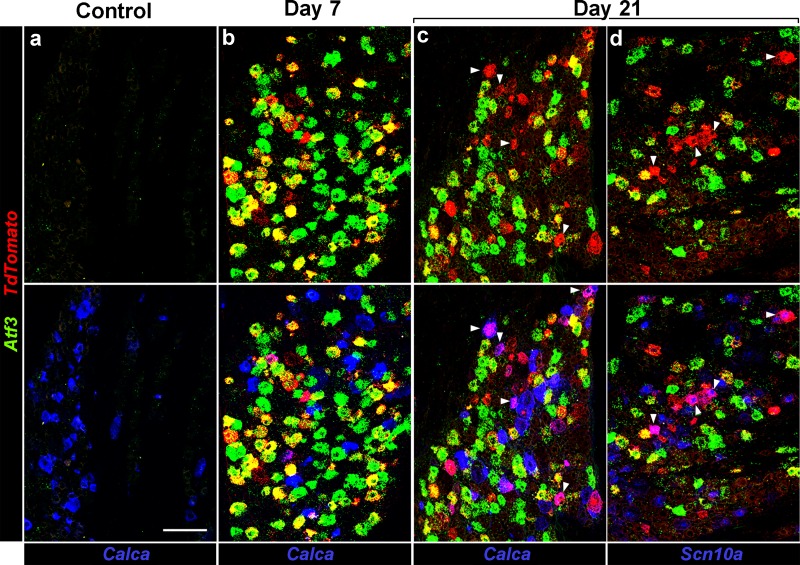
Injured neurons revert to an uninjured transcriptional state. Representative triple label ISH showing sections from *Atf3-IRES-Cre* mice where a subset of peripheral neurons has been transduced by AAV9-*CAG-flex-tdTomato*; (**a**) Before injury (Control), (**b**) 7 days and (**c,d**) 21 days after IOT. Upper panels show staining for *Atf3* (green) and *tdTomato* (red): before injury no positive cells were detected; day 7 most *tdTomato* positive neurons also expressed *Atf3*; day 21 about half the *tdTomato* positive neurons were *Atf3*-negative. Note because of the viral approach not all *Atf3*-positive cells express *tdTomato*. Lower panels show the same images but include expression of *Calca* or *Scn10a* (blue) demonstrating that these genes are rarely co-expressed with *Atf3* but are regularly found in cells labeled by *tdTomato* but not *Atf3*; arrowheads (**c,d**) point to *tdTomato*-positive cells which also express (**c**) *Calca* or (**d**) *Scn10a*. Scale-bar = 100 μm; see Supplementary file 1 for quantitation and statistical analysis.

**Figure 6—figure supplement 1.**
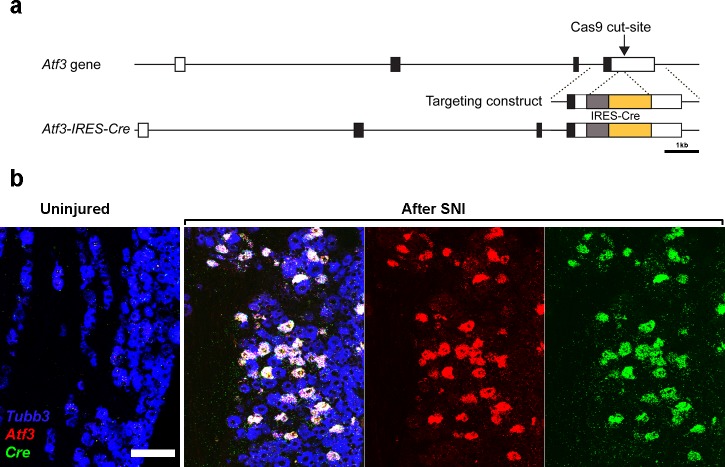
Generation and characterization of Atf3-IRES-Cre mice. (**a**) Scale representation of the Atf3 gene (5’ to 3’ left to right); exons shown boxed with coding sequence black and the targeted Cas9 cleavage site in the non-coding 3’ regions indicated. The targeting construct and targeted locus are shown below: gray box, IRES, yellow box Cre. Positive founders were identified by diagnostic nested PCR. (**b**) Representative images of triple label ISH of sections through the trigeminal ganglion. Left panel before injury neurons (*Tubb3*-positive, blue) did not express *Atf3* (red) or *Cre* (green). 2 days after IOT surgery a subset of trigeminal neurons were now positive for *Atf3*. As expected, all *Atf3* cells also expressed *Cre*; scale-bar = 100 μm. See also Figure 6 demonstrating Cre-recombinase activity in this line.

We reasoned that if the gradual loss of damaged neurons (approx. 50% after 21 days) exclusively reflected cell death (Himes and Tessler, 1989; Vestergaard et al., 1997) then *tdTomato* labeled neurons would always express *Atf3* (and their number would decrease with time). However, if they also reverted to an uninjured transcriptional state, these cells would continue to express *tdTomato* even though they were no longer positive for *Atf3*. Our results (Figure 6b–d) show that the fraction of *Atf3* negative, *tdTomato*-positive (red-only) neurons rose with time after injury indicating a progressive recovery occurs. Quantitation of data revealed that the percentage of *tdTomato*-neurons that were *Atf3*-negative rose from 11.0 ± 5.3% at day-7 to 42.7 ± 14.7% at day-21 (see Supplementary file 1 for details and statistics). This change parallels the decrease in number of I1 and I2 neurons identified by sn-transcriptomics (Figure 3), demonstrating that even after IOT many of the damaged neurons recover rather than die. These cells must reacquire a normal trigeminal neuron gene expression profile since no new classes of trigeminal neuron were detected in corresponding sn-analysis (Figure 3). 

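The named classes were present at each time after injury, with shares that moved between libraries. Apart from the injured cluster and a cluster of the Trpm8 class C1/2 that was at most 0.298% of any 10x library, the named clusters varied at most 2.03-fold between 10x libraries. A new class would lie among the unnamed clusters, of which the 1 led by Calb2, Pcp4 and Npy varied 23.8-fold and was largest at day 75, and the other 6 with more than 1 nucleus at most 2.27-fold. The cluster led by Calb2, Pcp4 and Npy was not new after IOT. It held 119 of 4368 nuclei in the 10x control and 110 of 3634 at day 75, and its lowest share was 0.127% after facial injury. C5 nuclei, with Cadps2, made up 3.402% (2.831% to 4.051%) of uninjured nuclei at day 7, 5.54% at day 21 and 5.54% at day 75, against 5.18% in control, and C7-10 nuclei 13.2%, 8.59% and 7.55%. C13 and C4 shares also moved between days 21 and 75. C12 nuclei with Mrgpra3 made up 1.73% and 2.40%, against 1.70%. The paper concludes that damaged neurons regain a normal profile because no further class was seen. The shares come from 1 library per time and have no label that follows a damaged cell, so they do not show which class it returned to.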

Further support for this conclusion comes from examination of genes that are downregulated in *Atf3*-positive cells after injury. For example, *Calca* and *Scn10a* were very rarely co-expressed with *Atf3* (Figure 6 lower panels) but were detected in a large subset (approx. 40%, see Supplementary file 1 for quantitation and statistics) of the recovered neurons (Figure 6c,d). In the future, it will be important to assess whether neurons return to their own original transcriptional state after recovery from injury. However, the residual traces of original neural class that were retained amongst damaged neurons (Figure 2—figure supplement 2) make this the most likely scenario. It will also be interesting to see if some neural classes exhibit slower recovery and if the severity of the injury model makes a difference in this regard.

### Concluding remarks

Our results expose four key features that suggest the gene expression changes linked to SNI and the development of tactile allodynia have a much broader role as a neural response to many types of peripheral injury. First, we demonstrated that a stereotyped injured neural state is not only induced by nerve transection but also by other far less significant types of trauma. Minimal injury such as self-inflicted scratch lesions or cuts through the dermis but not deeper layers of the skin induced a very similar change in neural gene-expression profile to nerve transection. In part, this may have been missed previously because studies of nerve injury typically do not examine such minor trauma, but the power of looking at gene-expression at the single-cell level was also important. Using ISH, we showed that sham IOT surgery (another minor injury model that is less extensive) also induced injury-related transcripts in a few neurons. Second, many of the genes that are upregulated by injury have roles in tissue remodeling, neural development, and axon guidance (see Table 1a and Figure 5—figure supplement 3). These genes probably contribute to restoration of normal peripheral innervation of tissue during wound healing (Shin et al., 2019). Thirdly, the injury response involves downregulation of genes encoding receptors, ion channels and neuropeptides that normally play major roles in sensory detection and signaling (see Table 1b and Figure 5—figure supplement 1). We speculate that this widespread transcriptomic silencing of functionally relevant molecules may help prevent damaged neurons from conveying aberrant sensory input to central targets. Fourthly, genetic marking of damaged cells using a new *Atf3-IRES-Cre* line (Figure 5) and sn-transcriptomic data (Figures 1 and 2) show that the injury-induced state, although potentially long-lived, is transient and likely to be reversible. Thus, rather than simply being a predictor of morbidity after serious nerve damage, we surmise that the transcriptomic transformation induced by axotomy is in fact a standard response to many types of peripheral trauma probably serving as an important driver for restoration of sensation and providing a mechanism for modulating sensory input from sites of injury.

Single cell sequencing has vastly expanded the definition of neural class, with the general assumption that distinct transcriptomic classes are fundamentally different types of cell (Li et al., 2016; Nguyen et al., 2017; Tasic et al., 2018; Usoskin et al., 2015; Zeisel et al., 2018). Here, sn-sequencing defined a dozen new types of large diameter trigeminal neurons (Supplementary file 2) that may have select functions in various types of mechanosensitive response. Notably, however, we also demonstrated that the transcriptomic diversity that defines 27 distinct classes of uninjured trigeminal neurons is almost completely lost within 2 days of nerve injury. This would be remarkable enough if the transformation required gross neural damage but is all the more so because relatively minor peripheral injury also triggers this abrupt transition. Working out the signaling mechanisms that preserve normal neural gene expression and cause its collapse after injury will be of great interest. However, the simple fact that the different transcriptomic classes can all be rapidly transformed to a much more uniform state (and then reappear on recovery from injury) exposes great transcriptional plasticity amongst somatosensory neurons.

What is the role of the injured state in triggering neuropathic pain? Here we demonstrate that in this experimental model the injury-related gene expression program is essentially complete two days after IOT and thus precedes the peak development of pain (Cobos et al., 2018; Hardt et al., 2019; Wlaschin et al., 2018). Thus, it is likely that symptoms are induced well downstream of gene-regulation in injured cells in keeping with recent studies suggesting that neuropathic pain and mechanical allodynia primarily involves modulation of central processing rather than altered sensory input (Guan et al., 2016; Szczot et al., 2018). Further support for this comes from the fact that uninjured neurons are unchanged at a transcriptomic level after SNI. It is interesting that more minor injuries can induce a very similar pattern of gene expression, raising the possibility that long-term peripheral trauma and delayed recovery might have some potential to trigger similar types of neuropathy to more frank nerve injury.

Finally, we note that the type of nerve damage caused by transection makes it unlikely that precise reinnervation of target sites can be required for neurons to initiate the transition back to normal function. Indeed, it is possible that aberrant signaling from neurons with inappropriate peripheral endings could contribute to some types of pain and sensory disturbances associated with severe injuries. In the future, we expect that genetic approaches using the *Atf3-Cre* driver to ablate and silence damaged neurons will help address these issues and reveal if and when these injured neurons are required for development (and perhaps resolution) of various types of pain.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Mus musculus*)	Atf3	NA	ENSMUSG00000026628	
Strain, strain background (*Mus musculus*)	C57BL/6	Charles River	Strain code: 027	
Genetic reagent (*Mus musculus*)	Atf3-IRES-Cre	This paper		Knockin mouse; details Figure 6—figure supplement 1
Genetic reagent (*Mus musculus*)	TetO-mCherry-2A-Gnaq*	This paper		Random insertion transgene (See Materials and methods)
Genetic reagent (*Mus musculus*)	Fos-tTA	The Jackson Laboratory	JAX: 018306	Reijmers et al., 2007
Genetic reagent (Adeno-associated virus)	AAV9-CAG-FLEX-tdTomato-WPRE	Addgene; Oh et al., 2014	Addgene: 51503-AAV9	2.1 × 10^13 GC/µl
Antibody	Anti-NeuN (rabbit polyclonal)	Millipore	Cat#ABN78; RRID:AB_10807945	(1:2000)
Sequence- based reagent	crRNA	Dharmacon Inc.	Edit-R Modified Synthetic crRNA	Target sequence: GCAGAAGTGTCTACCTTGAT
Peptide, recombinant protein	Cas9	PNA Bio Inc.	CP01	
Commercial assay or kit	RNAscope multiplex fluorescent development kit	Advanced Cell Diagnostics	ACD: 320851	
Commercial assay or kit	RNAscope probe-Mm-S100b	Advanced Cell Diagnostics	ACD: 431731	
Commercial assay or kit	RNAscope probe-Mm-Slit2	Advanced Cell Diagnostics	ACD: 449691	
Commercial assay or kit	RNAscope probe-Mm-Ntng1	Advanced Cell Diagnostics	ACD: 488871	
Commercial assay or kit	RNAscope probe-Mm-Rgs6	Advanced Cell Diagnostics	ACD: 521211	
Commercial assay or kit	RNAscope probe-Mm-Cacna1h	Advanced Cell Diagnostics	ACD: 459751	
Commercial assay or kit	RNAscope probe-Mm-Scn5a	Advanced Cell Diagnostics	ACD: 429881	
Commercial assay or kit	RNAscope probe-Mm-Htr3a	Advanced Cell Diagnostics	ACD: 411141	
Commercial assay or kit	RNAscope probe-Mm-Mrgprd	Advanced Cell Diagnostics	ACD: 417921	
Commercial assay or kit	RNAscope probe-Mm-Scn10a	Advanced Cell Diagnostics	ACD: 426011	
Commercial assay or kit	RNAscope probe-Mm-Atf3	Advanced Cell Diagnostics	ACD: 426891	
Commercial assay or kit	RNAscope probe-Mm-TrpV1	Advanced Cell Diagnostics	ACD: 313331	
Commercial assay or kit	RNAscope probe-Mm-Tac1	Advanced Cell Diagnostics	ACD: 410351	
commercial assay or kit	RNAscope probe-Mm-Calca	Advanced Cell Diagnostics	ACD: 420361	
Commercial assay or kit	RNAscope probe-Mm-Grik1	Advanced Cell Diagnostics	ACD: 438771	
Commercial assay or kit	RNAscope probe-Mm-Piezo2	Advanced Cell Diagnostics	ACD: 400191	
Commercial assay or kit	RNAscope probe-Mm-Gal	Advanced Cell Diagnostics	ACD: 400961	
Commercial assay or kit	RNAscope probe-Mm-Nts	Advanced Cell Diagnostics	ACD: 420441	
Commercial assay or kit	RNAscope probe-Mm-Npy	Advanced Cell Diagnostics	ACD: 313321	
Commercial assay or kit	RNAscope probe-Mm-Sox11	Advanced Cell Diagnostics	ACD: 440811	
Commercial assay or kit	RNAscope probe-Mm-Sema6a	Advanced Cell Diagnostics	ACD: 508101	
Commercial assay or kit	RNAscope probe-Mm-Csf1	Advanced Cell Diagnostics	ACD: 315621	
Commercial assay or kit	RNAscope probe-TdTomato	Advanced Cell Diagnostics	ACD: 317041	
Commercial assay or kit	RNAscope probe-Fos	Advanced Cell Diagnostics	ACD: 316921	
Commercial assay or kit	RNAscope probe-Egr1	Advanced Cell Diagnostics	ACD: 423371	
Commercial assay or kit	Chromium single cell 3’ reagent kit (v2)	10X Genomics	Cat# 120237	
Commercial assay or kit	Chromium i7 Multiplex Kit, 96 rxns	10x Genomics	Cat# 120262	
Commercial assay or kit	Chromium Single Cell A Chip Kit	10x Genomics	Cat# 120236	
Software, algorithm	Seurat	Butler et al., 2018; Stuart et al., 2018	RRID:SCR_016341	https://satijalab.org/
Software, algorithm	CellRanger	10x Genomics		
Software, algorithm	Drop-seq	McCarroll Lab		http://mccarrolllab.org/dropseq/
Software, algorithm	R	R Project for Statistical Computing	RRID:SCR_001905	http://www.r-project.org/
Software, algorithm	R Studio	R Studio	rstudio.com	
Software, algorithm	Prism v8	GraphPad	RRID:SCR_002798	
Software, algorithm	PhotoShop CC	Adobe	RRID:SCR_014199	
Other	RNAlater	ThermoFisher	Cat# AM7021	
Other	Glass dounce homogenizer	Fisher Scientific	Cat# 357538	
Other	40 µm cell strainer	ThermoFisher	Cat# 08-771-1	
Other	SUPERaseIn RNase Inhibitor	ThermoFisher	Cat# AM2696	0.2 U/ml
Other	Anti-rabbit IgG microbeads	Miltenyi Biotec	Cat# 130-048-602	
Other	LS columns	Miltenyi Biotec	Cat# 130-042-401	
Other	MACS MultiStand	Miltenyi Biotec	Cat# 130-042-303	
Other	MidiMACS Separator	Miltenyi Biotec	Cat# 130-042-302	
Other	Ultra-Turrax T10	Laboratory Supply Network, Inc.	IKA:3737001	
Other	Dispersing element S10N-5G for Ultra-Turrax T10	Laboratory Supply Network, Inc.	IKA:3304000	

### Mice, surgery and viral transduction

Animal experiments were carried out in strict accordance with the US National Institutes of Health (NIH) guidelines for the care and use of laboratory animals and were approved by the NIDCR ACUC. Male and female mice were used for all experiments but were not analyzed separately; animals were assigned to groups without randomization. Mice were C57BL/6NCrl except where specified and were 6 weeks or older at the time of surgery. IOT was carried out as previously described (Xu et al., 2008) and cut the superficial three branches of the infraorbital (trigeminal) nerve, which were not ligated. Sham IOT surgery exposed these branches, but the nerve was not cut or damaged, while facial injury involved a series of 3–5, approx. 0.6 cm cuts to the facial skin but did not penetrate deeper tissues; mice were used 2 days post injury in each of these mild injury models. *Atf3-IRES-Cre* mice were generated by homologous recombination in C57BL/6J mouse zygotes using clustered regularly interspersed short palindromic repeats (CRISPR) associated protein 9 (Cas9) to assist targeting (Wu et al., 2018) see Figure 6—figure supplement 1 for details and characterization of the line. Intraperitoneal injection of AAV9-*CAG-FLEX-tdTomato-WPRE* was carried out in heterozygous neonate animals (Szczot et al., 2018). A standard transgenic line (random insertion in the genome) with a *tetO* repeat upstream of a *mCherry-2A-Gnaq* mutant allele encoding constitutively active Gqα was generated by pronuclear injection. The constitutively active Gqα was engineered by substituting the glutamine (CAA) at position 209 with a leucine (CTA). The mice with scratch lesions were a double heterozygous transgenic strain where a TetTag, *Fos-tTA* (Reijmers et al., 2007) drove expression of this *tetO-mCherry-2A-Gnaq* mutant. These mice invariably developed an itch-like phenotype, characterized by excessive scratching at 5–8 weeks of age that rapidly resulted in development of skin lesions. As expected, feeding the mice a doxycycline containing diet prevented the development of this phenotype. However, no expression of *mCherry* was detected in somatosensory neurons either before or after mice began to exhibit itch-like behavior; thus, the cause of scratching remains unclear. For the studies reported here, mice with visible lesions in the head and neck area were selected.

### Isolation of trigeminal neural nuclei

Trigeminal ganglia were harvested and incubated overnight in RNAlater (ThermoFisher, Cat# AM7021) at 4°C. Excess RNAlater was removed, ganglia were frozen on dry ice and stored at −80°C. To isolate nuclei, we adapted methods described previously (Sathyamurthy et al., 2018) to the trigeminal ganglion. To generate sufficient nuclei for capture and sequencing, we pooled ganglia from several animals (males and females). For initial Dropseq capture (a subset of the uninjured controls only) we used 16 mice; 10X Chromium-based sequencing used ganglia from 10 animals in all cases except the 75 days post IOT, which was from six mice. Ganglia were homogenized in a Dounce homogenizer (Fisher Scientific, Cat# 357538); five strokes with the ‘loose’ pestle (A) and 15 strokes with the ‘tight’ pestle (B) in 1 ml of freshly prepared ice-cold homogenization buffer (250 mM sucrose, 25 mM KCl, 5 mM MgCl_2_, 10 mM Tris, pH 8.0, 1 µM DTT, 0.1% Triton X-100 (v/v). The homogenate was filtered through a 40 µm cell strainer (ThermoFisher, cat# 08-771-1), transferred to low bind microfuge tubes (Sorenson BioScience, cat# 11700) and centrifuged at 800 g for 8 mins at 4°C. The supernatant was removed, the pellet gently resuspended in 500 µl of PBS with 1% BSA and SUPERaseIn RNase Inhibitor (0.2 U/µl; ThermoFisher, Cat#AM2696) and was incubated on ice for 10 min.

Neuronal nuclei selection was performed by incubating the sample with a rabbit polyclonal anti-NeuN antibody (Millipore, cat#ABN78) at 1:2000 with rotation at 4°C for 30 min. The sample was then washed with 500 µl of PBS with 1% BSA and SUPERaseIn RNase Inhibitor and centrifuged at 800 g for 8 mins at 4°C. The resulting pellet was resuspended in 80 µl of PBS, 0.5% BSA, 2 mM EDTA. 20 µl of anti-rabbit IgG microbeads (Miltenyi biotec, cat# 130-048-602) were added to the sample followed by a 20 min incubation at 4°C. Nuclei with attached microbeads were isolated using LS column (Miltenyi Biotec, cat# 130-042-401) according to the manufacturer’s instruction. The neural nuclei enriched eluate was centrifuged at 500 g for 10 min, 4°C. The supernatant was discarded, and the pellet was resuspended in 1.5 ml of PBS with 1% BSA. To disrupt clumped nuclei, the sample was homogenized on ice with an Ultra-Turrax homogenizer (setting 1) for 45 secs. An aliquot was then stained with trypan blue and the nuclei were counted using a hemocytometer. The nuclei were pelleted at 800 g, 8 mins at 4°C and resuspended in an appropriate volume for Dropseq or 10X Chromium capture. A second count was performed to confirm nuclei concentration and for visual inspection of nuclei quality.

### Droplet capture of single nuclei, cDNA sequencing and data analysis

Dropseq capture (for a subset of control data only) and library generation were performed as described previously (Nguyen et al., 2017) with the following modification: the concentration of sarkosyl in the lysis buffer was doubled to decrease the droplet size. 10X Chromium capture (control and all injury data) and library generation were performed according to manufacturer’s instructions using v2 chemistry kit. Next generation sequencing was performed using Illumina sequencers. Dropseq data were mapped to the transcriptome as described previously (Nguyen et al., 2017) except that the gene structure was modified to include intronic sequence (pre-mRNA modified mouse genome mm10). 10X Chromium data were mapped using CellRanger and the same pre-mRNA modified mouse genome (mm10). Data analysis used the Seurat V2 and V3 packages developed by the Satija lab and followed standard procedures (Butler et al., 2018; Stuart et al., 2018). For sn-RNA sequencing experiments cell filtering was performed as follows: outliers were identified and removed based on number of expressed genes and mitochondrial proportion as is standard practice in single cell transcriptomic analysis. In addition, all data were clustered using standard methods, any residual non-neuronal cell clusters were identified by their gene expression profiles: clusters not expressing somatosensory genes like *Scn9a*, *Scn10a*, *Piezo2*, etc. but instead expressing highly elevated levels of markers of non-neuronal cells including *Prp1*, *Mbp*, *Apod*, *Apoe* were tagged as non-neuronal and were removed prior to the clustering reported here. Outside single cell experiments no data were excluded. Reclustering data excluding specific genes was achieved by analyzing data for significantly up- or down-regulated transcripts and removal of these genes from the list of variable genes used in principle component selection prior to standard clustering. Numbers of sn-transcriptomes analyzed were typical for this type of experiment. GO-analysis was performed using the Gene Ontology Resource (Ashburner et al., 2000; The Gene Ontology Consortium, 2018).

### In situ hybridization

Trigeminal ganglia from mice aged 6 weeks and older were harvested and fresh frozen in OCT (Tissue-Tek). 10 µm sections were used for multi-color in situ hybridization using RNAscope Multiplex Fluorescent Assay (Advanced Cell Diagnostics) according to the manufacturer’s instructions. Confocal images were acquired with a Nikon C2 Eclipse Ti (Nikon) at 1 µm optical section. All images are maximum projection (collapsed) stacks of 10 individual optical sections; consistency of staining was assessed using multiple sections from at least three mice as is considered standard; images were processed using Adobe Photoshop CC to adjust brightness, contrast and set channel color for display. Because expression of *Atf3* was strongly clustered in the trigeminal ganglion of IOT, sham surgery and facial injury models, images shown for controls and all injury models are of this region. Cell counts were determined from images of multiple sections from three animals. Total neuronal counts were determined using ISH for tubulin beta type 3 (*Tubb3*), injured neurons were identified using ISH for *Atf3* and recovered neurons (Figure 6) were defined as *tdTomato*-positive, *Atf3*-negative. The fraction of these populations positive for a specific marker gene was determined for each section in a series; the reported expression levels (Supplementary file 1) are the mean ± standard deviation across sections because biological variation includes regional differences in expression of genes in the trigeminal ganglion. Sections were collected from three mice for all quantitation. Statistical analysis of ISH data was carried out using Graph Pad Prism and is reported in Supplementary file 1. For simple comparisons we used Welch’s t-test since it makes no assumption of equal variance; multiple comparisons used a one-way ANOVA with Dunnett’s T3 post hoc testing since we were only testing one dataset against two others.

### Data availability statement

All sequence data have been deposited in GEO (Accession number: GSE131272). Other data that support the findings of this study are available from the corresponding author upon request. There are no restrictions on data availability.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE131272. The following dataset was generated: NguyenMRybaN2019Peripheral injury induces a conserved but transient transcriptional state in somatosensory neuronsNCBI Gene Expression OmnibusGSE131272 The following previously published dataset was used: MinhQ NguyenNicholasRyba2017Diversity amongst trigeminal neurons revealed by high throughput single cell sequencingNCBI Gene Expression OmnibusGSE10198410.1371/journal.pone.0185543PMC561979528957441

How the deposited data were processed for this re-analysis (not part of the article)

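Single-nucleus RNA counts of mouse trigeminal ganglia were taken from 8 tables: an uninjured control on 10x (10 mice), an uninjured control on Drop-seq (16 mice, 4 libraries in 1 table), IOT at days 2, 7, 21 and 75 (10, 10, 10 and 6 mice), facial injury at day 2 (10 mice) and scratch lesions (10 mice). Males and females were pooled. The authors kept ganglia in RNAlater, froze and Dounce-homogenized them, enriched nuclei with an anti-NeuN antibody and microbeads, and made 10x version 2 libraries, or Drop-seq libraries for part of the control. The submitters name bcl2fastq 2.17, Cell Ranger 2.1.0, STAR 2.5.3a and Seurat 2. Reads were mapped to mm10 with introns counted, nuclei were filtered on genes detected and mitochondrial share, non-neuronal clusters were removed, and the deposited values are UMI counts per gene and nucleus. The annotation version is not given in the sources used here. Of the symbols listed, 22593 of 24243 (93.2%) were found in GENCODE vM21, which gave the coordinates. The tables hold 40359 nuclei and 132982556 UMIs. The lowest UMI count of a nucleus in a library was between 831 and 2322.

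For clustering, counts were scaled to 10000 per nucleus and log-transformed over the 14905 genes in all 8 tables. The genes of the lists and markers below, each gene the paper names and the first 50 genes of each sheet of Supplementary files 2 and 3 were withheld (657 genes, 647 listed in the tables). The 2000 most variable genes were z-scored within each library, clipped at 10, and reduced to 30 principal components. Leiden clustering used 20 neighbors and resolution 1. A cluster took the name of a class whose withheld markers had a mean z of at least 0.5 and a lead of 0.25, with 3 markers above z 0.5 in 5% of nuclei and at least 20 nuclei. Otherwise it stayed unnamed. These naming thresholds, and resolution 2 to split injured nuclei into I1 and I2 (34 clusters), were set after seeing the data. Unnamed clusters counted as large where they scored higher for large than small neuron genes, which was so for 7 of 8. The last is 1 nucleus. Clustering was tested on simulated data with 5 groups of 600 nuclei and 100 genes raised 4-fold, and gave 5 clusters and an adjusted Rand index of 1.

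Counts were summed over injured and uninjured nuclei per library (12 sums), over I1 and I2 nuclei of the IOT libraries (8 sums), and over uninjured and C7-10 nuclei of the 7 10x libraries. Nuclei are not replicates, and no test was made between single libraries. Genes used for clustering were left out, as were genes absent from a table compared: 17710 genes were in all 6 injury tables and 17612 in all 7 10x tables before this. edgeR 4.0.16 quasi-likelihood fits used TMM scaling, its low-count filter and library as a block, with a threshold of 0.05 on adjusted p (Benjamini-Hochberg). Residual degrees of freedom were 4 for the 12 sums, 3 for I1 and I2, 2 for the trend and 4 for uninjured nuclei. Drop-seq was left out of all tests. Standard errors are the absolute log2 fold change over the square root of F. Gene lists with at least 5 tested members went through camera of limma 3.58.1 with a correlation of 0.01 and, as an alternative, an estimated one. The lists were the paper's induced and repressed genes, regeneration-associated genes, immediate early genes, sodium, potassium and calcium channels, sensory transduction, inhibitory receptors, neuropeptides, synaptic release, axon guidance, integrins and matrix, cytokines, neurotrophic receptors, stress and apoptosis, nociception, cytoskeleton, cholesterol synthesis, identity transcription factors, large and small diameter neuron genes, and markers of satellite glia, Schwann cells, fibroblasts, vascular cells, leukocytes and red cells. Lists, comparisons and most alternatives were fixed before the data were examined. The fits were tested on simulated data with 200 changed genes.

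Shares have Clopper-Pearson and CPM exact Poisson 95% intervals. CPM are relative to all UMIs of the nuclei summed. For shares of nuclei with a gene across libraries, nuclei were thinned to 1143 UMIs, the 10th percentile of IOT day 7, and 2206 nuclei below that were left out. Genes named in the text are those the paper names, whose values in its tables had been seen, the 10 largest rises and falls per test with adjusted p under 0.05, at least 10 CPM on average and the same direction in every library, up to 4 members per list, and, where no test was possible, the 5 largest ratios each way among genes at 50 CPM or more. This names 302 genes, a few of which are not reported here. Falls with no counts in 1 group are given as a bound from a floor of 3 counts. Alternatives were Leiden resolutions 0.6 and 2, no genes withheld, 50 components, z-scores over all nuclei, removal of 5% of nuclei by doublet score (50 neighbors), each library alone, a rule of 3 of 10 injured markers, DESeq2 1.42.0, no TMM, no filter, each library left out, no block, uninjured nuclei weighted by size, random splits of the genes in 2 (clustering on 1 part, testing the other) and thinning. Other tools were Python 3.11.15, R 4.3.3, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.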

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

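The strain, pseudogene, clustering, mixed-in RNA and chance tests weighed here were chosen only after the result was seen, while those of the control library's place, UMIs per nucleus and the I2 share were written before theirs.

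Uninjured nuclei differed between the minor injury and the IOT libraries in 273 genes, among them higher Cartpt, Nmb and Calca, and the C7-10 nuclei among them in 244. Processed pseudogenes made up 23.0% of the genes called higher and 2.62% of those tested, 8.78 times as much, which fits a difference in how reads were counted, but 144 of the 187 genes with a known type are not pseudogenes. Leaving out the scratch library with its mixed strain left 3 genes, which met a first test of strain, but leaving out facial injury left only 9, so that test was replaced after its outcome was visible by the place of facial injury between IOT (0) and scratch lesions (1), which was 0.53 over 9 genes and cannot tell. A response of uninjured neurons to minor injury would put the control library near IOT, under 0.25 between IOT (0) and minor injury (1). It lay at 0.214 over all genes called, which met that bar. By direction, a reading added after this result was seen, it lay at 0.19 for genes higher and 0.265 for genes lower, and genes picked for this gap would put it near 0.333 without any response, so the test cannot tell. What stays open is how much of the difference is biology, which libraries of both kinds made side by side could show.

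I2 nuclei made up a larger share of injured nuclei after minor injury than after IOT. Within 1939 to 4344 UMIs per nucleus the lower minor share was still 1.78 times the highest IOT share (45.5% after facial injury, 32.0 to 59.4%, against 25.6% at day 2, 20.7 to 30.9%), though no longer a majority, which argues against depth as the cause. With injured nuclei clustered alone the factor was 1.57 (60.8% against 38.8%), which argues against the way of splitting as the whole cause, though it sets the size of the difference. Whether skin injury reaches more small diameter neurons or shifts the state they enter could not be told from these counts.

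Nociception and small diameter neuron genes, among them Scn10a, Grik1 and P2rx3, were lower after IOT than after minor injury in injured nuclei. Of the members 7 of 33 and 6 of 20 passed, and both list calls are lost with an estimated correlation (camera, adjusted p = 0.0915 each). The median difference over 40 genes was 0.473 within I2 nuclei and 0.291 within I1 nuclei, against 0.863 over all injured nuclei. The ratio for I2 was 0.549 (0.541 to 0.778 with each library left out). The larger I2 share after minor injury could thus account for part of the difference, but the test cannot tell. The 22 regeneration-associated genes called higher after IOT rose 1.13 times as much after minor injury as after IOT (0.911 to 1.40). On a log2 scale, uninjured nuclei or free RNA mixed into the injured nuclei would change rises less than falls. The test therefore cannot tell whether such RNA lifted the repressed genes. The part that remains within I2 and within I1 nuclei has no test here. The mix of I1 and I2 was weighed for these 2 lists only, not for genes such as Gfra1 and Gal.

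Kcnb2 had a log2 ratio of -1.27 at IOT day 75 (-1.91 to -1.81 in the other IOT libraries) and Myo10 of 2.03 at day 21 (1.49 to 1.58), each 1 library far from the other 3. These are 2 of 39 groups, and chance marks about 1 in 20.

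The effect of injury differed between minor injury and IOT in 179 genes by the edgeR test of the difference, 43 of which fall under the rule for named genes and 41 of which are given here. The log2 differences higher after minor injury were 2.97 for Tmem267, 2.72 for Fam19a4, 2.69 for 2310039L15Rik, 2.68 for Gm42831, 2.44 for Inhbb, 2.38 for Mcoln2, 2.32 for Gm11418, 2.32 for Gm7271, 2.27 for Gm26883, 2.22 for Sprr1a, 1.69 for Cdh9, 1.50 for Scn10a, 1.42 for Grik1, 1.36 for Rgs4, 1.28 for Gal, 1.18 for Prkca, 1.09 for Tshz2, 1.04 for Myo10, 1.02 for Cacna1c and 0.97 for Trpm3. Those lower were -3.27 for Gm30382, -3.26 for Car3 (5 UMIs after minor injury), -3.17 for Plppr5 (2 UMIs), -3.07 for Gm38073 (2 UMIs), -2.85 for Meikin (3 UMIs), -2.78 for Gabrg1, -2.61 for Htr1f, -2.53 for Racgap1 (3 UMIs), -2.36 for Pappa2, -1.72 for Pcdh15, -1.45 for Etl4, -1.31 for Pip5k1b, -1.23 for Gfra1, -1.19 for Tnik, -1.10 for Pou2f1, -1.07 for Map2, -0.98 for Pcdh7, -0.89 for Ntng1, -0.82 for Ntrk2 and -0.78 for Mmp16. Gm42649 had no UMIs in injured nuclei after minor injury, which puts its log2 difference at -1.93 or lower.

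The 8 injured and uninjured sums of the 4 IOT libraries, fitted alone, and the 8 behind I1 and I2 were also split in other ways. The IOT results given elsewhere come from the fit of 12 sums, which called 3843 genes. Of 32 splits that could be fitted, 8 part both sums of every library, the real one included, which is too few for a share under 0.05. The real split called 3762 genes for injured and uninjured nuclei and the highest other 0. For I1 and I2 these counts were 786 and 136, and 9 for the highest other that parts every library. The groups came from clustering the same counts.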

How the results depend on the processing

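The alternatives of injured nuclei clustered alone, I2 shares with each library clustered alone, removal of the cluster led by Calb2, Pcp4 and Npy (named in the tables for mitochondrial transcripts, of which only mt-Co3 is among its 10 leading genes) and testing of the clustering genes were chosen only after the result was seen, and where no cause is named the cause was not tested. Single genes, lists and classes kept direction and side of the threshold in 3780 comparisons with an alternative, were weaker in 609, stronger in 5, moved in 33 and reversed in 3. Reversed were Foxp2 after IOT (0.0934 with uninjured nuclei weighted by size), Nts between I1 and I2 (-0.131 with the genes split in 2 at random) and Glis3 over time (-0.1595 without day 2, up to 0.5468 without day 75). Named gene values kept their call most often after IOT (98.2%), then after minor injury (89.6%), for I1 and I2 (85.3%), the difference (82.8%), C7-10 (69.0%), uninjured nuclei (58.2%) and time (55.4%). Simulations with 1.5-, 2- and 4-fold changes recovered 34.3%, 61.2% and 84.8% after IOT, 9%, 31.3% and 68.2% after minor injury, 4.5%, 22.4% and 57.6% for the difference and 4.5%, 43.3% and 86.4% for I1 and I2.

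Injured shares at days 2, 7, 21 and 75, facial injury, scratch lesions and control (12.1, 11.8, 5.93, 2.61, 1.44, 2.25 and 0.212%) became 32.6, 16.5, 21.7, 24.3, 8.22, 13.2 and 8.07% with at least 3 of 10 injured markers. Scaling genes over all nuclei moved days 2, 7 and 21, facial injury and control to 13.2, 13.2, 5.21, 0.716 and 0.053%. Each library clustered alone gave 13.1% at day 2, 2.02% facial, 1.76% scratch and 0% control, and no genes withheld 1.78% facial and 3.07% scratch. I2 shares at days 2, 7, 21 and 75 were 38.8, 35.9, 34.6 and 35.8% with injured nuclei clustered alone and 0.332, 0, 1.42 and 0% with genes scaled over all nuclei, which gave 70.0% facial and 80.3% scratch. Day 2 was 23.3% with no genes withheld and day 7 27.4% with each library alone. The large diameter shares of control were 54.9% (10x) and 37.9% (Drop-seq) with genes scaled over all nuclei. Control nuclei thinned to 1 depth had Fos in 0.229 and 0.606%, Egr1 in 0.3205 and 0.463%, Atf3 in 0.252 and 0.713% and Gal in 1.97 and 1.46% (10x, Drop-seq), where fewer UMIs per nucleus are the cause by construction.

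Gene counts without library as a block were 970 after IOT, 104 after minor injury, 1 for the difference and 70 for I1 and I2. Genes split in 2 at random, with clustering on 1 part and tests on the other, gave 1685 after minor injury, 295 for the difference and 1707 for I1 and I2. With DESeq2 they were 275 for I1 and I2, 2 for time, 16 for uninjured nuclei of minor injury against control and 1754 for uninjured nuclei of minor injury against IOT. The difference was 289 with no low-count filter, and I1 and I2 460 with injured nuclei clustered alone. Leave-one-out counts ranged from 2804 to 3800 after IOT, 363 to 1249 after minor injury, 82 to 308 for the difference, 387 to 861 for I1 and I2, 10 to 57 for time, 1 to 1380 for uninjured nuclei and 0 to 661 for C7-10 nuclei of minor injury against IOT, and 0 to 1 for C7-10 nuclei of minor injury against control. Lists past the threshold fell with an estimated correlation from 16 to 1 after IOT, 19 to 4 after minor injury, 10 to 0 for the difference, 9 to 0 for I1 and I2 and 4 to 0 for time. Without the cluster led by Calb2, Pcp4 and Npy 3726, 1020 and 175 genes passed after IOT, after minor injury and for the difference, and with clustering genes tested too 4627, 1457 and 258. The median log2 fold change over all tested genes moved from -0.004 to -0.153 for I1 and I2 without TMM and from -0.106 to 0.012 after minor injury with DESeq2.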

Differences from the paper's values

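No test in this part was chosen after its result was seen. None of the 157 values of the paper's supplementary tables was called different from its value here. That call does not show how far apart single values lay. None of the 6 shares stated in the text of the paper was more than 1.5 times its main value here, or the reverse. Within that factor, the paper's shares of injured nuclei at day 2 (13.8%), day 7 (13.4%), day 21 (7.1%) and after scratch lesions (2.7%) lie above the 95% intervals of counting error given here. The paper's facial and scratch shares follow an initial clustering of each of those datasets. Each library clustered alone gave 2.02% facial and 1.76% scratch here, the reverse of the paper's order. For 3 statements of the paper the values here have its direction but were not called. The paper gives Lmo7 as a gene that later goes down. Its CPM in injured nuclei was lower at each later time, but the ratio to uninjured nuclei of the same library had a slope of -0.12 per doubling of days (standard error 0.06, edgeR adjusted p = 0.7), in a test that recovers few 2-fold changes. The paper names Itgb6 as an exception after facial injury. After thinning it was in 6.31% of facial injured nuclei against 38.1% at IOT day 2, which has the paper's direction, and its facial log2 ratio was the lowest of 6 libraries at 2.79. The test of minor injury against IOT does not address facial injury alone, since it pools it with scratch lesions (3.26), and gave -0.58 with an adjusted p of 0.325. The paper states that Gal rises in C7-10 cells after peripheral injury. Both minor injury libraries had more Gal there than control, but the value against the single control library did not pass, and against IOT it was 1.57 with an adjusted p of 0.051. DESeq2 (1.55), edgeR without TMM (1.57), no low-count filter (1.62), and leaving out day 21 (1.77) or day 75 (1.27), all set before the data were examined, do call that difference from IOT. Of the genes the paper lists as I2-enriched, 515 of 544 tested were higher in I2 here, 167 of them by a call, and 1 was called opposite. Of those it lists as I1-enriched, 271 of 334 were called and none opposite.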

Other observations

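None of the lists in this part was chosen after its result was seen. More stress and survival genes rose than fell in injured nuclei. Gadd45a, which responds to DNA damage, rose after IOT (log2 fold change 2.96, standard error 0.12, adjusted p = 1.53e-24, 4 of 4 libraries by edgeR) and after minor injury (3.63, standard error 0.17, 2 of 2), Hrk, which promotes apoptosis, rose after IOT (3.44, standard error 0.29), and the cell cycle inhibitor Cdkn1a rose after minor injury (2.62, standard error 0.22). Of 29 stress and apoptosis genes 11 rose and 3 fell after IOT (12 and 3 adjusted over the list alone; camera, adjusted p = 0.000279, and 0.151 as an adjusted p with an estimated correlation), and 9 rose and 1 fell after minor injury (12 and 1 over the list alone; camera, adjusted p = 1.97e-10, and 0.0672 as an adjusted p with an estimated correlation). Among immediate early genes Dusp1, a phosphatase that limits kinase signals, rose by 1.42, standard error 0.16 and Btg2, which slows cell division, by 1.65, standard error 0.31 after IOT, with 4 rose and 1 fell of 12 (camera, adjusted p = 0.344). Jun, the partner of Atf3, rose in both (1.18, standard error 0.11 and 1.35, standard error 0.16).

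Growth factor receptors and peptides moved in both directions. The neurotrophin receptor Ngfr fell (-1.72, standard error 0.13 after IOT and -1.19, standard error 0.18 after minor injury), and of 19 neurotrophic factor receptors 2 rose and 7 fell after IOT (camera, adjusted p = 0.125). Of 16 neuropeptide genes 6 rose and 8 fell (camera, adjusted p = 0.979), with a median log2 fold change of -0.82, a mean of 0.20 and a test direction that is up. The peptide gene Adcyap1 rose after minor injury (1.93, standard error 0.17). Of 18 cytokine genes and receptors 5 rose and 3 fell (camera, adjusted p = 0.344). The steroid enzyme Hsd17b7 rose after IOT (1.60, standard error 0.12) and minor injury (1.26, standard error 0.26), with 3 rose and 2 fell of 20 in the cholesterol synthesis list after IOT (camera, adjusted p = 0.0964).

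In injured nuclei after IOT no list of markers of other cell types passed, while macrophage markers did after minor injury with the fixed correlation only. After IOT 2 of 12 satellite glia markers rose and 1 fell (camera, adjusted p = 0.241), 1 of 11 Schwann cell markers rose (adjusted p = 0.916), 1 of 10 fibroblast markers rose and 1 fell (adjusted p = 0.443), 2 of 8 vascular markers rose and 1 fell (adjusted p = 0.929) and 1 of 9 leukocyte markers rose (adjusted p = 0.381). None of the 4 haemoglobin genes passed, too few for a list test. In uninjured nuclei of minor injury against IOT 3 of 16 neuropeptide genes were higher (9 adjusted over the list alone; camera, adjusted p = 3.28e-07, and 0.532 as an adjusted p with an estimated correlation).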
